# Genome-Wide Methylation and Gene Expression Changes in Newborn Rats following Maternal Protein Restriction and Reversal by Folic Acid

**DOI:** 10.1371/journal.pone.0082989

**Published:** 2013-12-31

**Authors:** Gioia Altobelli, Irina G. Bogdarina, Elia Stupka, Adrian J. L. Clark, Simon Langley-Evans

## Abstract

A large body of evidence from human and animal studies demonstrates that the maternal diet during pregnancy can programme physiological and metabolic functions in the developing fetus, effectively determining susceptibility to later disease. The mechanistic basis of such programming is unclear but may involve resetting of epigenetic marks and fetal gene expression. The aim of this study was to evaluate genome-wide DNA methylation and gene expression in the livers of newborn rats exposed to maternal protein restriction. On day one postnatally, there were 618 differentially expressed genes and 1183 differentially methylated regions (FDR 5%). The functional analysis of differentially expressed genes indicated a significant effect on DNA repair/cycle/maintenance functions and of lipid, amino acid metabolism and circadian functions. Enrichment for known biological functions was found to be associated with differentially methylated regions. Moreover, these epigenetically altered regions overlapped genetic loci associated with metabolic and cardiovascular diseases. Both expression changes and DNA methylation changes were largely reversed by supplementing the protein restricted diet with folic acid. Although the epigenetic and gene expression signatures appeared to underpin largely different biological processes, the gene expression profile of DNA methyl transferases was altered, providing a potential link between the two molecular signatures. The data showed that maternal protein restriction is associated with widespread differential gene expression and DNA methylation across the genome, and that folic acid is able to reset both molecular signatures.

## Introduction

Non-communicable diseases of adulthood related to obesity (type 2-diabetes, cardiovascular disease, cancer) represent major global public health challenges. Cardiovascular disease in particular is a significant cause of morbidity and mortality [1]. It is widely considered that the primary determinants of risk of non-communicable diseases derive from a combination of environmental factors and the cumulative effects of multiple genetic variations [2]. However, even with increasingly massive studies and detection of ever rarer genetic variants, complete aetiological explanations are elusive [3]. A potential explanation for part of this ‘aetiology gap’ is the phenomenon of fetal programming [4]–[6]. Based originally on the observation that birth weight associated with the prevalence of cardiometabolic disease [7], significant support for its relevance has been provided by the re-creation of this phenomenon in a wide range of animal models [6].

Whilst models of programming of physiological and metabolic function are well-characterized, the underlying mechanisms involved remain unresolved [8]. A basic requirement of fetal programming is that an event *in utero* such as a physical, psychological, metabolic or pharmacological stress results in a change in the fetus that persists through life. This potentially leads to adverse consequences in adulthood [6]. Intrauterine life is characterized by an extensive and complex developmental programme, which involves cell division, growth and differentiation. Differentiation of cells requires stable marking of the genome such that cell types commit to specific lineages [9]. This genome marking process includes modification of DNA by methylation at CpG sites and modification of the chromatin around which DNA is wound. Both of these changes are major determinants of the level of expression of related genes [10]. Consequently, any interference with this process of epigenetic modification is likely to influence patterns of gene expression in a stable manner. This may, in turn, have adverse consequences for the function of the developed organism, either due to prolonged up- or down-regulation of gene expression, or remodeling of tissues during development [6], [11].

The idea that altered DNA methylation following maternal insult is key to this process comes from the observation, in rodent models [12]–[14], that specific genes of interest carry a modified pattern of cytosine methylation that correlates with their level of expression. Generally it is reported that hypomethylation of gene promoters, with up-regulation of expression, occurs in offspring of animals subject to undernutrition during pregnancy. These genes include important modulators of the metabolic phenotype such as *PPAR*α in liver [12], the glucocorticoid receptor in the liver [12] and hippocampus [13], and, in our own studies of a hypertensive rat model, the *At1b* angiotensin receptor in the adrenal glands [14], [15]. Furthermore, the observation that dietary supplementation with single carbon donors, for example folic acid, can reverse the phenotypic changes [16]–[18] in many of these models is consistent with the hypothesis that disturbance of DNA methylation underlies this phenomenon. The expression of DNA methyltransferases may be modified by the maternal diet and this may explain how undernutrition can alter methylation and hence, gene expression [13].

It seems unlikely that a disturbance of DNA methylation in response to maternal undernutrition impacts upon only a few select genes in a few specific tissues. It is more probable that this would be a global phenomenon common across the accessible regions of the genome in most tissues. Sinclair and colleagues reported that brief periconceptual depletion of methyl donors in sheep impacted upon methylation of approximately 4% of the genome in affected lambs [19]. To address these questions we investigated the extent of DNA methylation across the whole genome in the livers of control and programmed animals shortly after birth using the MBD-seq method [20]. Multiple regions of differential methylation were identified and their relationship with differential gene expression was characterized. Given that maternal folic acid supplementation has been shown to reverse programmed changes in DNA methylation, gene expression and functional outcomes [12],[16],[18],[21],[22], we also assessed the impact of supplementation upon whole genome methylation and gene expression.

## Results

### Sample collection

Livers were harvested from male offspring on postnatal day 1 (P1) from rat litters fed on control (18% casein), low protein (9% casein) or low protein with folate- supplemented diets previously described [16], respectively denoted C, MLP and MLP-F. One litter from each group was studied, generating up to 16 offspring in each case. As the aim of our study was to relate methylation and gene expression to programmed phenotypes, we did not include a control with folate supplementation group as there is no evidence that increased folate programmes a distinct postnatal phenotype. Liver was selected for study in view of its size and relative homogeneity and the demonstrated role of several liver-specific genes in insulin resistance. P1 was selected as the sampling time in the expectation that secondary or compensatory gene expression changes would be minimized at this early stage and that DNA methylation profiles would indicate the potential effect of sustained epigenetic programming through the entire pregnancy.

### Gene expression profiles

Gene expression in individual livers was assessed using the Illumina RatRef-12 Expression BeadChip (n = 4 RNA samples for each animal group). Differentially expressed genes among the three animal groups were determined according to the procedure outlined in Materials and Methods. Figure 1A shows that at False Discovery Rate (the expected proportion of rejected null hypotheses that are false positives) FDR = 5% 618 gene probes were differentially expressed when control (C) and maternal low protein (MLP) samples were compared. At FDR = 1% 131 genes were still found to be differentially expressed. The complete set of differentially expressed genes in this comparison (FDR 5%) is shown in DATASET S1. Amongst differentially expressed genes there were Glycine N-methyltransferase, *Gnmt*, a key enzyme in 1-carbon metabolism; three key DNA methyltransferases: *Dnmt1* (maintenance), *Dnmt*3a and *Dnmt*3b (*de novo*); components of the *Mcm* gene family; and *polycomb* proteins. Eight of the differentially expressed genes between control and low protein diet samples (including representative genes for *Dnmt* and *Mcm* families) were selected for validation using qPCR. This confirmed the changes seen on arrays in all cases, and also indicated abrogation of these changes in the MLP-F group (Figure 1B). Folate supplementation did not reverse all MLP-induced changes, with *Dnmt3a* and *Dnmt3b* notably irresponsive to the additional folic acid. Functional analysis of the set of differentially expressed genes in MLP vs. C using Gene Set Enrichment Analysis-Molecular Signature Database (GSEA-MSignDB) [23], [24] showed that there was very strong enrichment in DNA repair/cycle/maintenance functions amongst the down-regulated genes; whilst in the up-regulated genes lipid/amino acid metabolism and circadian functions emerged. Moreover, a large proportion of genes in the down-regulated set shared transcription factor binding sites for *E2F* family members in their regulatory regions (within 2 kbp from the TSS). These genes include *enhancer of zeste homolog 2* (*Ezh2*) a histone methyltransferase that is a well-recognised component of the *polycomb* group of proteins as well as an oncogene [25]; and genes from the *Mcm* family. Notably, a large subset of the down-regulated genes overlapped a set of down-regulated genes in an *EZH2* KO experiment [26]. Some up-regulated genes shared transcription factor binding sites for androgen receptor (*AR*) and activating protein 2 (*AP2*). These findings were confirmed by further analysis with GENEGO Software (see Materials and Methods). The complete ontological analysis of these differentially expressed genes can be found in DATASET S2. Previous studies, as well as our unpublished work, have examined hepatic gene expression patterns in this model at later time points suggesting disturbance of more differentiated functions (for example, lipogenesis) at 4, 8 or 12 weeks of age and in older animals [27]–[29]. These changes presumably reflect the evolution of the programmed phenotype with increasing postnatal development as well as secondary consequences of disturbed gene expression.

**Figure 1:**
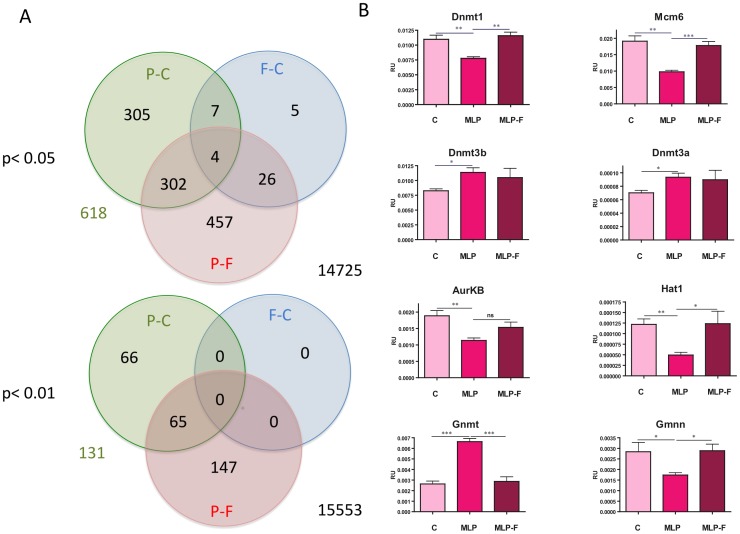
Differentially expressed genes in maternal undernutrition model. (A) Venn's diagrams showing the number of differentially expressed gene probes in comparisons MLP vs. C (P-C), MLP-F vs. C (F-C) and MLP vs. MLP-F (P-F) at FDR 5% (top) and FDR 1% (bottom). Number of gene probes whose expression was unaltered is indicated in black (right). Numbers of altered gene probes in MLP-C contrast at different FDR are indicated in green (left). (B) qRT-PCR mRNA analysis for 8 genes: *Dnmt1*, *Dnmt3a*, *Dnmt3b*, *Aurkb*, *Mcm6*, *Hat1*, *Gnmt* and *Gmnn*. Results are given in relative units, as ratio of number of copies in assessed gene and housekeeping gene GAPDH. ^×^ P<0.05; ^××^ P<0.01; ^×××^ P<0.001. ns P>0.05.

A greatly reduced number of genes were differentially expressed in the MLP offspring in which the maternal diet had been supplemented with folic acid (MLP-F). 42 genes at FDR 5% (no genes at 1% FDR) were differentially expressed relative to control, implying that folate prevented or reversed the gene expression changes (Fig. 1A). No functional enrichment was found, which is unremarkable given the low number of differentially expressed genes. Assuming that folic acid supplementation may have reversed the MLP phenotype, as expression patterns in MLP-F livers are similar or equal to expression patterns in C livers, we also evaluated differentially expressed genes between MLP and MLP-F. In this comparison we noted a larger number of differentially expressed gene probes (Figure 1A), namely 763, which was similar in size to the previous comparison between MLP-F and C (see DATASET S3). However, only 306 differentially expressed genes (65 at more stringent FDR 1%) were found in both MLP vs. C and MLP vs. MLP-F, indicating potentially more subtle differences between C and MLP-F animals (Figure 1A). The comparison between MLP and MLP-F still retained the differences found in *Mcm*s and *Dnmt*s (except for *Dnmt3a*) genes, indicating that the key pathways that were validated by PCR were indeed altered only in the MLP animals. Further investigation of the genes that were differentially expressed only in the MLP vs. MLP-F comparison indicated enrichment in various metabolic functions (see DATASET S4). The mapped genes (288) that were differentially expressed in both comparisons (MLP vs. C and MLP vs. MLP+F) showed distinctive enrichment in DNA metabolism, catabolism and stress responses (See DATASET S5). In addition to *Dnmts* and *Mcms* genes, we found *polycomb H2afz* (but not *Ezh2*), and complement proteins. Interestingly, a strongly down-regulated gene whose mutation causes disease, *Mmadhc*, methylmalonic aciduria (cobalamin deficiency) cblD type, with homocystinuria [30], was also found in this list.

### Whole genome DNA methylation profiles

Genomic DNA from the samples was subjected to selection according to the methyl-CpG binding domain-based (MBD) protein protocol (DNA pooled from 8 individual animals per group). 

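Methylated DNA was captured from liver genomic DNA of newborn male Wistar rats on postnatal day 1 with a protein domain that binds methylated CpG. A region that gives more reads in one library than in another, relative to their depths, held a larger share of the captured fragments there. The 3 groups were named by the diet of the dam. C dams were fed 18% casein with 1 mg/kg folic acid, MLP dams 9% casein with 1 mg/kg, and MLP-F dams 9% casein with 5 mg/kg. DNA was pooled into 1 library per group, from 8 animals by the paper's text and 6 by the sample labels, and the paper states that 1 litter was studied in each group. By the paper's Table S3 the libraries held 16008758 tags for C, 32741244 for MLP and 23087218 for MLP-F, of which 13322026, 26145395 and 17306868 were unique. The authors aligned 76-bp read pairs to the rat assembly rn4, kept 1 alignment per pair, and called regions with MACS, a program that takes one library as the treatment and another as its control (effective genome size 2.00e+09 bp, model fold 32, bandwidth 300 bp, p cut-off 1e-05). The 3 deposited lists give the regions higher in MLP than in C, in MLP than in MLP-F, and in MLP-F than in C. Each region has a start, an end and a score, which is 10 times the −log10 of the p that the authors' run of MACS gave it. The lowest score is 50 in each list, and the highest is 3100, held by 5 regions of the MLP vs. C list and 5 of the MLP vs. MLP-F list. Regions lower in the first library of each pair were not analysed here. The DMRs of Datasets S6 and S8 were located in the lists by chromosome, start and end, and the lists were compared by overlap of at least 1 bp, with 1-based positions on rn4. With 1 library per group the diets have no replicate check and were not tested. A score describes a region within its own list, and its size also depends on the depth of both libraries.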

The DNA fragments so selected were then subjected to high throughput sequencing using Illumina Genome Analyzer II technology. The resulting DNA sequences were mapped to the rat genome assembly Nov 2004 (Baylor 3.4/rn4) using Bowtie [31], and the resulting alignments were normalized to create methylation tracks (see *Supplementary Data*), which were subsequently visualised in UCSC Genome Browser. We finally modelled the DNA epigenetic marks using MACS [32] (see details in Materials and Methods). Comparing MLP to C, we selected those differentially methylated regions (DMRs) that exhibited calculated FDR = 5%. Therefore, out of a larger (FDR = 10%) collection of differentially methylated regions (see relevant GEO dataset), 1183 genomic loci were retained for downstream analysis in MLP livers in comparison to controls. 

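The deposited list holds 35998 regions that were higher in MLP than in C, and all 1183 DMRs of Dataset S6 are among them with the same start, end and score. The list runs down to the p cut-off and holds the region of Mcm6, with an FDR over 10% in Dataset S10, so it is not limited to the FDR of 10% that the paper names. By score the DMRs form 2 groups. In the first are 36 DMRs with scores of 1031 or more, among them those annotated to Acadm, which oxidises medium-chain fatty acids, Mlph, Strap and Sfmbt1. In the second are 1147 DMRs, 97.0% of the set, with scores between 122 and 132, among them those annotated to Agtrap, Fto, Foxo3, Runx1 and Gata3. These stand at places 6254 to 7454 of the list. Between the groups lie 6186 deposited regions with scores above 132 and below 1000, and 0 of them are in Dataset S6. A further 31 regions with scores of 1000 or more are also outside Dataset S6, such as those near LOC689904 (chromosome 9, 30211943 to 30214018, score 2732) and Zfyve9 (chromosome 5, 129965189 to 129965971, score 2514). MACS gives each region its own FDR, from the number of regions found at that score or higher when the libraries are exchanged, so the FDR can fall and rise along the list. The 8 highest-scoring regions have an FDR of 0 in Dataset S6, and the next DMR, in an intron of Cep152 at place 20, has an FDR of 5%. Taking every region down to the last DMR of Dataset S6 gives 7454 regions. Counting from the top to the first region absent from Dataset S6 gives 8. The FDR of that region in MLP vs. C is not known, so a count that stops at the first region above 5% is at least 8.

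**Figure D1:**
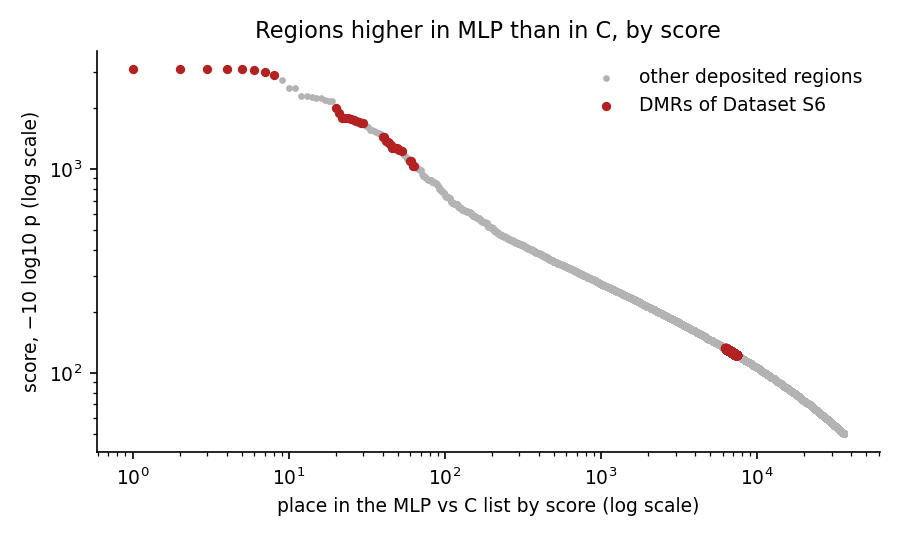
Score of each of the 35998 deposited MLP vs. C regions against its place in the list, both on log scales; red points are the 1183 DMRs of Dataset S6 and grey points are the other regions. The DMRs lie at scores of 1031 or more and between 122 and 132.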

Hypermethylated regions identified comparing MLP to C livers had an average size of ∼800 bp, a mean fold enrichment of ∼8, and average distance from the Transcription Start Site (TSS)∼80,000 bp. 

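The longest DMR, 5062 bp in an intron of RGD1306565 (chromosome 1, 15324363 to 15329424), also has the highest fold enrichment in the authors' table, 118. The intronic DMR of RGD1311344 (chromosome 3, 133040310 to 133041705) follows with a fold of 78.1, and that of Pftk1, a cyclin-dependent kinase, has a fold of 56.2 and lies 525517 bp from the TSS. Over all 1183 DMRs the mean length was 802 bp (SD 384, over DMRs), the mean fold 8.60 and the mean distance from the TSS 83065 bp, with medians of 729 bp, 7.83 and 39903 bp. The 36 highest-scoring DMRs had a mean length of 1539 bp and a mean fold of 30.6, and the other 1147 had 778 bp and 7.91. Of all DMRs, 288 (24.3%) lie over 100 kb from the TSS of the nearest gene.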

Detailed statistics of these features as well as fold enrichments is provided in *Table S1*. These regions were subsequently annotated to the ‘nearest gene’ using Ensemble API as described in Materials and Methods (DATASET S6). Genomic annotation indicated that these regions were distributed both within genes (40%) and between genes (58%) with 2% overlapping either exons or 5′/3′UTRs (*Table S1*). 

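Within introns lie 474 of the 1183 DMRs (40.1%, 95% Wilson interval 37.3 to 42.9%). Among them are the DMRs of Srebf2, a transcription factor of cholesterol synthesis, Nr3c2, the mineralocorticoid receptor, and Mtr, which remethylates homocysteine to methionine. Dataset S6 labels 361 DMRs (30.5%) as upstream of the nearest gene, such as those of Gata3, Ptprc and Fgf21. It labels 320 (27.0%) as downstream, such as those of Foxo3, Tet1 and Acadm. These labels were not checked against gene positions on rn4. At Nfatc2 and Gpam the authors' labels conflict with their positions and distances, so the split between upstream and downstream is uncertain. Exons or UTRs hold 28 DMRs (2.37%, interval 1.64 to 3.40%), among them that of Got2, an aspartate aminotransferase of mitochondria, on chromosome 19 from 9642179 to 9642900. For 13 of these 28, Dataset S6 gives no place, and they were counted with exons and UTRs. The intervals cover counting error only.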

A large number of DMRs also mapped to repetitive elements within the genome. No single class of repeat significantly outnumbered others, but they included Line 1 repeats (70), dust (42) and trf (29) repeats (*Table S1*). 

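The DMRs of Acadm, Mlph, Strap, Sfmbt1, Pftk1 and Srebf2, all with scores of 1000 or more, each name a tandem repeat (trf) in the authors' table. So do 35 of the 36 DMRs in that group (97.2%, 95% Wilson interval 85.8 to 99.5%), with that of LOC681940 on chromosome 7 as the exception, against 272 of the 1147 lower-scoring ones (23.7%, 21.3 to 26.3%; two-sided Fisher's exact test over DMRs, p = 1.9e-20). Among the lower-scoring DMRs, those of Fto, Bach2, Ctla4 and Nr3c2 name trf and those of Agtrap, Foxo3, E2f7 and Mtr do not. A LINE 1 repeat of any name is listed for 1 of the 36 high-scoring DMRs and for 304 of the 1147 others (26.5%). Counted wherever the annotation names it, L1_Rn occurs in 151 DMRs, dust, a low-complexity sequence, in 379 and trf in 307, and 240 DMRs name no repeat. The paper's methods describe a search for the nearest repeat, so a named repeat need not lie within the DMR, and the names were not checked against the sequence. The score of 1000 was set after the scores in Dataset S6 had been seen, and DMRs are not replicates.

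**Figure D2:**
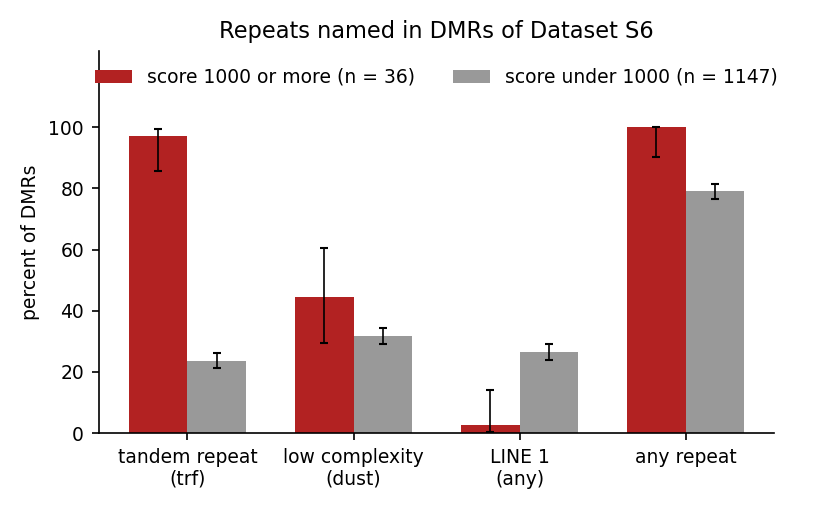
Percent of DMRs of Dataset S6 that name each kind of repeat, for 36 DMRs with scores of 1000 or more (red) and 1147 with lower scores (grey); bars show 95% Wilson intervals. Tandem repeats are named in 97.2% and 23.7% of them, and LINE 1 repeats in 2.78% and 26.5%.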

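In the deposited MLP vs. C list, an intron of Sfmbt1, a polycomb-related gene, holds a region with a score of 2905 (chromosome 16, 6176260 to 6178343), and an intron of Dnmt1, the maintenance DNA methyltransferase, one with a score of 221 (chromosome 8, 19965118 to 19965567). An intron of Agtrap, which encodes a protein that binds the angiotensin II receptor, holds a region with a score of 123 (chromosome 5, 165156757 to 165157718). The region labelled downstream of Fgf5, a fibroblast growth factor (chromosome 14, 12713062 to 12714431), scored 95.2. That in an intron of Mcm6, a subunit of the replicative helicase (chromosome 13, 41055046 to 41056193), scored 50.5, close to the lowest score of the list. The paper's Dataset S10 gives these regions fold enrichments of 21.3 for Sfmbt1, 11.6 for Dnmt1, 7.88 for Agtrap, 4.36 for Fgf5 and 4.6 for Mcm6. The regions of Sfmbt1, Dnmt1 and Agtrap are also listed as higher in MLP than in MLP-F, with scores of 2030, 116 and 101, and those of Fgf5 and Mcm6 are not. At Mcm6 a region of the MLP-F vs. C list (41054853 to 41055638, score 60.5) overlaps the DMR, and at Sfmbt1 one with a score of 61.1 does.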

Differentially methylated loci annotated to *Dnmt1*, *Agtrap*, *Fgf5*, and *Mcm6* were validated by conventional bisulphite sequencing, confirming the genome-wide results (one region annotated to Smfbt1 could not be validated, though). The validation data and genomic context of these DMRs is shown in Figure 2. 

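Of 39 genes of lipid metabolism and fatty acid oxidation, 8 are nearest to a DMR of Dataset S6. They include Acadm, Srebf2, Ppard, a nuclear receptor for fatty acids, Elovl5, which elongates polyunsaturated fatty acids, and Fgf21, a hormone of fasting liver. Of 41 polycomb and trithorax genes, 4 are, and the DMRs of Sfmbt1, Mllt3, Smarca2 and Setd2 are all intronic. Of 37 genes of one-carbon metabolism and DNA methylation, 2 are (Mtr and Tet1, with scores of 129 and 122), and of 15 genes of renin-angiotensin and glucocorticoid signalling, 2 are (Agtrap and Nr3c2). Among 20 blood cell genes, Runx1 has 2 DMRs, and of 23 hepatocyte genes 0 are nearest to a DMR. That 0 holds for the 23 genes listed and does not show that genes of liver cells have no DMRs. Serpina11, outside the list, has an intronic DMR, and the paper's Dataset S7 names F9 and Mttp among DMR-neighbouring genes. Dataset S6 holds 850 different gene names, and 180 of its DMRs have none. Small RNA genes are named for 134 DMRs, with SNORA17 named for 39, U6 for 22 and 7SK for 17. Aig1, Cdc2l6 and Wdfy3, singled out after their values were seen, have 3 DMRs each. The lists were written from general knowledge after Dataset S6 had been read in part. They were not tested for enrichment, since Dataset S6 names genes only for the regions that the authors selected.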

The total number of unique gene symbols that bore differential DNA methylation at FDR 5% was 630.

**Figure 2:**
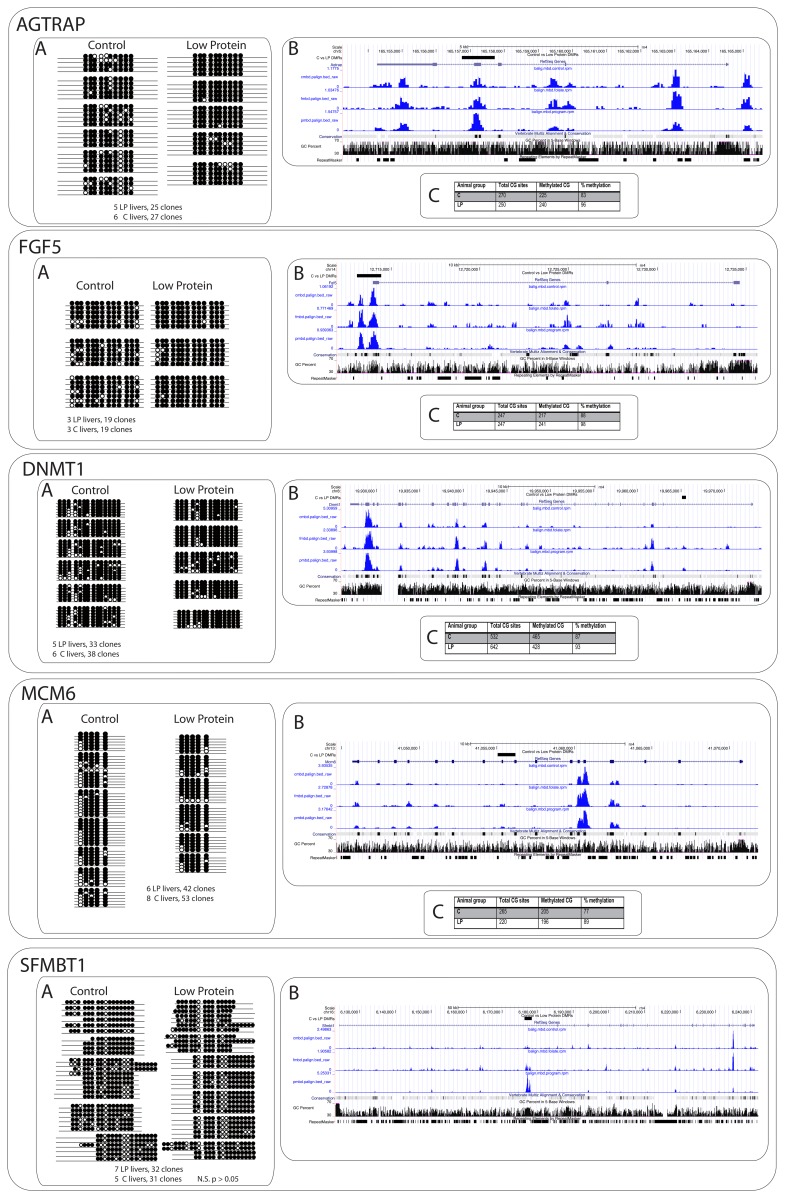
Figure panel representing five genomic loci (*Agtrap, Fgf5, Dnmt1, Mcm6*, S*fmbt*1) containing differentially methylated regions (DMRs) between livers obtained from newborns whose mothers were fed a control diet (18% protein) and livers obtained from newborns whose mothers were fed a low protein (9% protein) diet. For each locus, Panel A shows the validation data obtained from bisulfite conversion followed by cloning and sequencing, which provides methylation status at single CpG site resolution for different livers and different clones (black circles represent methylated CpG, white circles unmethylated CpG). All loci except for *Sfmbt1* validated significant difference in DNA Methylation (*Agtrap* P<0.01, *Fgf5* P<0.01; Dnmt1 P<0.05; *Mcm6* P<0.01, Mann-Whitney U test), in line with that indicated by genome-wide MBD-Seq data. Panel B provides an overview of the genomic locus, the gene structure, the location of the DMR validated, and the level of methylation across the locus for each of the animal groups analyzed (Control = “cmbd”, Low Protein = “pmbd”, and Low Protein with Folic Acid Supplementation = “fmbd”). Panel C summarises the percent methylation in control and low protein for each locus assessed by bisulphite sequencing.

This gene list was further investigated using GSEA-MSigDB [23], [24]. Interestingly, we found that a large subset of these DMR-neighbouring genes was associated with down-regulation in an experiment with UV-induced mutation of *ERCC3* transcription factor [33], as well as with a distinctive signature for *MLLT3* (*FOXO* transcription factor) in the regulatory regions (within 2 Kbp from the TSS) of more than one hundred genes. 

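Of 33 genes of insulin and FOXO signalling, 5 are nearest to a DMR. The DMR of Foxo3, a FOXO transcription factor, lies 4908 bp from the TSS (chromosome 20, 46267726 to 46268454, score 131) and is labelled downstream. It overlaps a region of the MLP-F vs. C list. Enpp1, which inhibits the insulin receptor, and Ppp2r5c, a regulatory subunit of protein phosphatase 2A, have intronic DMRs that are also listed as higher in MLP than in MLP-F. For Ppp2r5c the scores were 1439 against C and 1758 against MLP-F. The DMRs of Fto and Pdk1, a kinase that inhibits pyruvate dehydrogenase, overlap MLP-F vs. C regions with scores of 105 and 159. Mllt3, counted here with the polycomb and trithorax genes, has an intronic DMR (chromosome 5, 107069485 to 107070189, score 130). For the FOXO signature the paper's Results name MLLT3, while its Discussion and Dataset S7 name MLLT7. The DMR of Mllt3 is therefore not evidence on that signature.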

The complete analysis can be found in DATASET S7. No enrichment in miRNA signatures was observed, which was subsequently confirmed by GREAT [34]; and no enrichment in canonical pathways or GO terms could be detected. Therefore, we also performed functional enrichment analysis via GREAT [34], using mouse and human orthologous regions for the DMRs that we found in rat (see Materials and Methods). The functional enrichment analysis overall pointed to immune response, especially to the function of the immune component that fights infection and which is also involved in autoimmune diseases.

Using mouse regions and annotating to the ‘nearest gene’ GREAT rule, enrichment in functions related to the ‘*activation of the immune response*’ and ‘*positive regulation of the immune system process*’ as well as ‘*differentiation of retina/eye photoreceptor*’ (corrected p-values ranging between 10^−3^–10^−2^) was found. Enrichment in ‘Mouse phenotype’ terms relevant to ‘*abnormal CD8-positive T cell morphology/number*’, ‘*abnormal single-positive T cell number*’ and ‘*decreased single-positive T cell number*’ (corrected p-values 10^−2^), suggests deregulation of this immune system component. Using human regions, no enrichment in GO terms was found; yet the same enrichment in ‘Mouse phenotype’ terms was reproduced. A few additional enriched terms in this collection pointed to developmental functions (DATASET S7). Performing the same analysis with GREAT extension rules (see Materials and Methods), for both human and mouse orthologs regions lists, we found again that several immune system functions were enriched (corrected p-values∼10^−2^) (DATASET S7). Adopting a wider annotation rule allowed us to identify further immune signatures such as those involving CD4+ T-cells and innate immune system. 

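Of 51 genes of T cell and immune regulation, 11 are nearest to a DMR, with 13 DMRs, of which 7 are intronic. Those of Ptpn2, a phosphatase that restrains T cell signalling, Bach2, Satb1, Ctla4, Ptprc (CD45) and both DMRs of Nfatc2 are also listed as higher in MLP than in MLP-F. The highest of these in the MLP vs. MLP-F list are those of Nfatc2 (chromosome 3, 159782733 to 159783577, score 204), Bach2 (chromosome 5, 48775332 to 48775958, score 168) and Satb1 (chromosome 9, 3376366 to 3376704, score 144). Both DMRs of Runx1 and those of Foxp1 and Gata3 overlap regions of the MLP-F vs. C list, with scores between 58.3 and 116, and those of Fyn and Bcl11b overlap neither list. Cd28, the costimulatory receptor of T cells, has a region 6132 bp from its TSS (chromosome 9, 59336141 to 59337909) that scored 583 against C and 1987 against MLP-F, and it is in Dataset S8 and not in Dataset S6. Bach2, Ctla4 and Ptpn2 are among the loci that the study names from these libraries, so they are not independent evidence for the list.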

Overall, regardless of the species and rule used for annotation, immune system enrichment was evident. This seemed to correlate well with the above-mentioned ‘FOXO signature’ discovered with GSEA-MSigDB. FOXO proteins are important for developmental regulation, for example in the differentiation of T-cells to become regulatory T cells [35] (see discussion).

Comparing MLP-F to C no differentially methylated regions were found, possibly indicating a protective action of folate supplementation against the MLP effect on DNA methylation. 

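The deposited list of regions higher in MLP-F than in C holds 25578 regions. Its highest scores are 2245 on sequence that is not placed on a chromosome (8911407 to 8917910), 2035 on chromosome 19 (44905280 to 44906273) and 1550 on chromosome 3 (91745716 to 91746496). Among the DMRs of Dataset S6 named here, those of Lsm6 and RGD1311344 overlap regions of this list with scores of 781 and 234. Among those with scores under 1000 against C, examples are Setd2, a histone H3 lysine 36 methyltransferase (205), Cep135 (170), Nr3c2 (146) and Prdm8 (141). Of the 1183 DMRs, 305 (25.8%, 95% Wilson interval 23.4 to 28.4%) overlap a region of the MLP-F vs. C list and none of the MLP vs. MLP-F list. In contrast 590 (49.9%, 47.0 to 52.7%) are listed as higher in MLP than in MLP-F and not as higher in MLP-F than in C, among them those of Agtrap, Bach2 and Mtr. A further 20 are in both lists, among them those of Acadm, Strap and Pftk1, and 268 (22.7%), among them those of Setbp1 and Vldlr, are in neither. The list has no FDR for its regions, so its count is that at the authors' p cut-off, and absence from a list does not show that 2 libraries were equal.

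**Figure D3:**
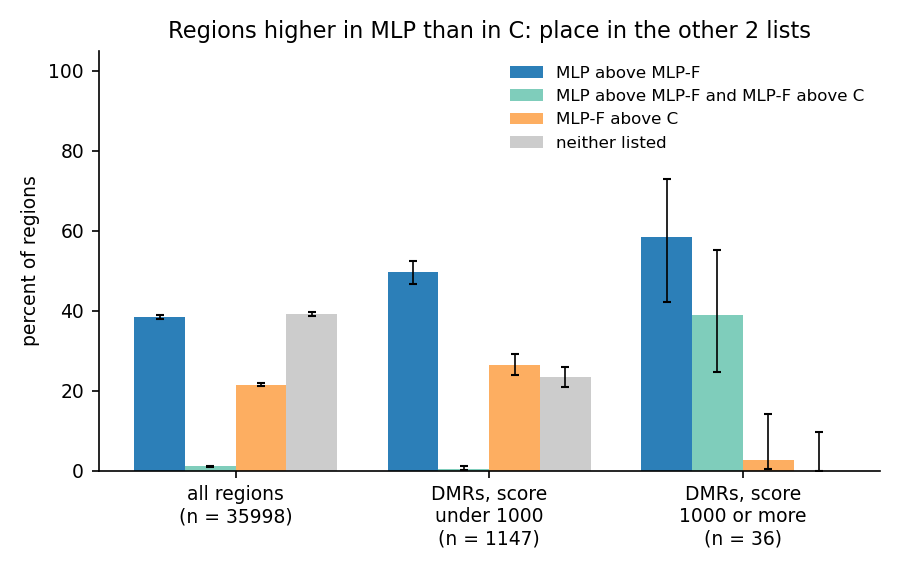
Percent of regions higher in MLP than in C that are also listed as higher in MLP than in MLP-F, as higher in MLP-F than in C, as both or as neither, for all 35998 deposited regions, the 1147 DMRs with scores under 1000 and the 36 with scores of 1000 or more; bars show 95% Wilson intervals. The shares listed as higher in MLP than in MLP-F alone are 38.3%, 49.6% and 58.3%.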

Once more assuming reversal upon folate supplementation, we compared MLP to MLP-F livers. We obtained 35 hypermethylated regions at FDR 5% subsequently annotated using Ensemble API, which (partially) overlapped the best differentially methylated regions identified in comparison MLP vs. C (see DATASET S8). These DMRs mapped to 17 unique gene symbols amongst which *Sfmbt1* (*polycomb*) and *Acadm*, an enzyme whose deficiency causes serious hepatic dysfunction. 

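Of these 35 regions, 32 overlap a region of the deposited MLP vs. C list and 4, at Acadm, RGD1306565, Strap and Sfmbt1, a region of the MLP-F vs. C list. The 5 regions with the highest score of the list, which holds 33730 regions, are annotated to RGD1306565, Acadm, Surf6, LOC689904 and Mlph. Several, picked after their values were seen, are in the MLP vs. C list without being in Dataset S6, such as those of Surf6, a nucleolar protein (score 2264 against C), Mre11a, a nuclease of DNA double-strand break repair (2499), and Polr1a, the largest subunit of RNA polymerase I (1552). Those near Mbrl and 2 unnamed regions on chromosomes 1 and 8 are not in the MLP vs. C list. A tandem repeat is named in 34 of the 35, with Mbrl as the exception, and 15 are intronic. In the authors' table, 21 of them have an FDR of 0.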

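The region of Acadm lies 8787 bp from its TSS on chromosome 2 (251899516 to 251902669) and is labelled downstream of the gene. In the authors' tables its fold was 26.6 in MLP against C and 11.1 in MLP against MLP-F, and it overlaps an MLP-F vs. C region with a score of 134. For Sfmbt1 the fold against MLP-F was 14.9. Gpam, which catalyses the first step of triglyceride synthesis, has a region on chromosome 1 (261416653 to 261417934). It scored 2285 in both MLP lists, with a fold of 63.5 against MLP-F. Another region annotated to Gpam, 347490 bp from the TSS (261054078 to 261054595), is the one in Dataset S6. It scored 131 against C, is not listed as higher in MLP than in MLP-F, and overlaps an MLP-F vs. C region with a score of 65.8. Both Gpam regions are labelled downstream, but their positions and distances put the TSS between them, so both labels cannot hold. Dataset S8 gives 27 different gene names for the 35 regions, and 6 regions have no name.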

Approximately half of these 35 loci bore either no gene symbol or their relevant identifier could not be mapped to ontological collection, and no functional enrichment could be detected. 

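The regions of Acadm, Sfmbt1, Strap, Mlph, Cep152, Ppp2r5c, Cdc2l6 and Cops8 are among 13 that are in both Dataset S6 and the 35 regions of Dataset S8 with the same start and end. Over the whole deposited lists, 39.4% of the regions higher in MLP than in C overlap a region higher in MLP than in MLP-F, and 22.6% a region higher in MLP-F than in C. For the DMRs of Dataset S6 the percents are 51.6% and 27.5%. Lists shifted along the chromosomes at random, as independent lists would lie, gave means of 1.93% and 1.38% for the whole list and 2.03% and 1.40% for the DMRs (1000 circular shifts, one-sided permutation p = 0.001 for each, the smallest they can give). Libraries with no difference between them also share regions, because 1 library enters both lists. In a simulation of unchanged libraries at the depths of Table S3, with assumed gamma-distributed rates, 5.61% of the MLP vs. C windows were also called for MLP vs. MLP-F and 8.83% for MLP-F vs. C. With more uneven rates (shape 0.25 in place of 1) the percents were 3.96% and 11.2%, and with equal rates, where 5 windows were called for MLP vs. C, 60.0% and 0%, so they depend on the assumed rates. Part of the excess over the shifted lists may therefore come from the shared library, and the shifts do not test an effect of diet. All 14194 regions of the MLP vs. C list that overlap the MLP vs. MLP-F list have the same start and end in both, since both lists were called on the MLP library. The overlap was smaller when the second list was limited to scores of at least 200, at 6.52% and 0.867% of the whole list, and above the shifted lists there too (permutation p = 0.001).

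**Figure D4:**
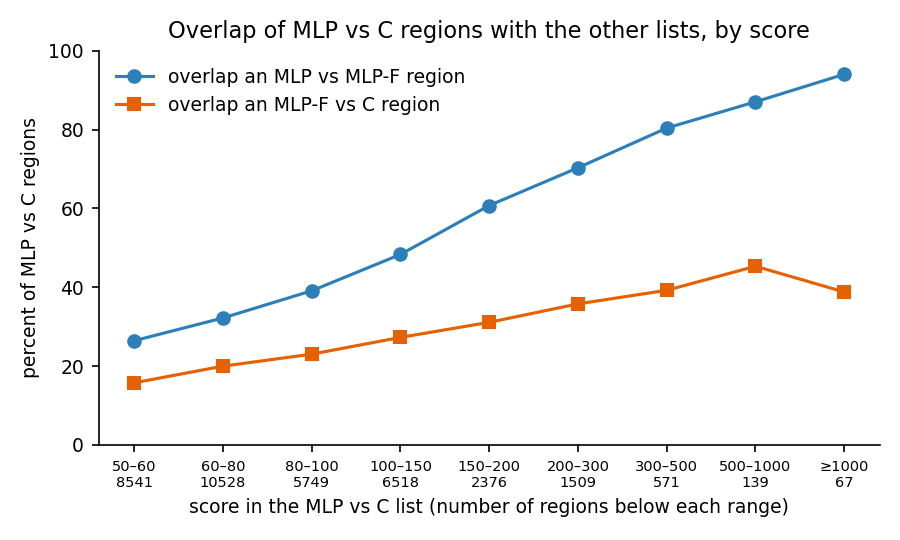
Percent of deposited MLP vs. C regions that overlap a region of the MLP vs. MLP-F list (blue circles) or of the MLP-F vs. C list (orange squares), by score in the MLP vs. C list; the number of regions stands under each range. The first runs from 26.4% at scores of 50 to 60 to 94.0% at 1000 or more, and the second from 15.8% to 45.3% at 500 to 1000 and 38.8% at 1000 or more.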

Although 14 DMR loci from both lists perfectly overlapped at FDR 5%, we noticed that many more DMRs could be identified in MLP vs. C as compared to MLP vs. MLP-F, suggesting that the changes induced by the folic acid do not completely rescue the disturbance. This discordance may potentially be related to the ‘digital’ nature of the technology employed for detecting DMRs, and would also require investigation into dosage effects and sample variability.

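At the p cut-off the MLP vs. C list holds 35998 regions and the MLP vs. MLP-F list 33730. Counted by score, the MLP vs. C list holds 11180 regions at scores of 100 or more and 2286 at 200 or more, and the MLP vs. MLP-F list holds 12398 and 3573. The MLP-F vs. C list holds 4885 and 600. At scores of 1000 or more the numbers are 67, 73 and 8. Thap1, a zinc finger protein of the cell cycle, and Begain, picked after its value was seen, both in Dataset S8 with scores of 2402 and 1811, are also in the MLP vs. C list, with scores of 475 and 258, and are not in Dataset S6. The libraries of each pair differ in depth, so lengths of lists at one score are not a measure of the effect of a diet. From the larger number of DMRs at an FDR of 5% in MLP vs. C, the paper proposes that folic acid rescued the disturbance in part. The paper adds that the 'digital' technology may play a part, and that dosage effects and sample variability need study. Of the 1183 DMRs in MLP vs. C, 1147 score under 1000 and 36 score 1000 or more. MLP vs. MLP-F has 35 regions at that FDR, so the larger number rests on the low-scoring DMRs.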

### GWAS and DNA methylation

We evaluated the overlap between differentially methylated regions in MLP vs. C (rat) and loci found in GWAS studies (human) pertaining to metabolic and cardiovascular disorders (diabetes, high blood pressure, cardiovascular function, and obesity), using their associated gene lists. The overlap with 104 GWAS genes was found to be statistically significant (hypergeometric probability p = 0.0025). This set included genes (see Table 1) such as *FTO*, for which a link between genetic state (SNP allele, within an intron) and DNA methylation has been published previously [36], and *BACH2*, a transcription factor which maintains immune homeostasis [37] and whose polymorphisms have been associated with several inflammation-related autoimmune diseases. 

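Of the 10 loci of Table 1, 9 are named as the nearest gene of a DMR in Dataset S6, with 10 DMRs, of which 8 are intronic. Their scores in the MLP vs. C list lie between 122 and 129, all in the lower-scoring group of DMRs. The intronic DMR of Fto, which encodes a nucleic acid demethylase, lies on chromosome 19 from 16602030 to 16602537. Vti1a, a protein of vesicle transport, has 2 intronic DMRs on chromosome 1 (261775705 to 261776166 and 261805996 to 261806394). DMRs of 5 loci (Agtrap, Bach2, Ctla4, Ptpn2 and the first of Vti1a) are also listed as higher in MLP than in MLP-F, and 4 DMRs, those of Arid5b, Fto, Prdm8 and the second of Vti1a, overlap regions higher in MLP-F than in C. No DMR of Dataset S6 is named for Ctsh. The other GWAS genes are not named in the sources used here and were not compared with the 850 gene names of Dataset S6. The number shared is therefore at least 9, and a p computed from 9 is an upper limit. With 9 shared among 850 names and 104 genes, the hypergeometric p (upper tail) is 0.135 in the universe of 15000 genes. It is 0.529 in a universe of 10000 and 0.0329 in one of 20000. With the paper's own counts of 10 loci among 555 and 104 genes, a setting chosen after the values were seen, the hypergeometric p is 0.00513 (upper tail, universe of 15000 genes).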

The statistical significance of this overlap, linked to the size of gene lists, may vary according to how the GWAS lists were compiled. Nevertheless, in the light of recent discoveries [38], [39], this finding suggests potential, dysfunctional interplay of genetic and epigenetic alterations, implicating DNA methylation disturbance.

**Table 1:** List of loci from selected GWAS studies pertaining to metabolic and cardiovascular phenotypes associated to Low Protein diet that contain differentially methylated regions in their orthologous rat locus.

GWAS Locus	Disease
BACH2	Type 1 Diabetes
CTLA4	Type 1 Diabetes
CTSH	Type 1 Diabetes
PTPN2	Type 1 Diabetes
AGTRAP	Systolic Blood pressure
ARID5B	Diastolic Blood pressure
PRDM8	Diastolic Blood pressure
SETBP1	Ventricular Conduction
VTI1A	Ventricular Conduction
FTO	Obesity and Obese Type 2 Diabetes

The overlap between the total number of GWAS loci investigated and DMR containing loci is significant (p = 0.0025).

### Gene expression and DNA methylation

There was no significant overlap between genes associated with differentially methylated regions and differentially expressed genes, as shown in Figure 3. Only 9 up-regulated genes and 6 down-regulated genes were found at the intersection with DMR-neighbouring genes (both lists taken at FDR 5%; hyper-geometric probability = 0.69). 

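By gene symbol, 14 genes are in both Dataset S6 and the paper's array table (Dataset S1), 9 of them listed there as higher in MLP and 5 as lower. Those higher include Abhd6, a monoacylglycerol lipase, Ctsa, a lysosomal carboxypeptidase, Eif2b3, Pdk1 and Tpcn2, and those lower are Dym, Mlph, Myh10, Pftk1 and Prep. The DMRs of Mlph (chromosome 9, 90088630 to 90091720, score 3100) and Pftk1 (chromosome 4, 25877797 to 25878610, score 1896) belong to the high-scoring group, and the others score between 123 and 131. DMRs of Eif2b3, Mlph, Pftk1 and Tpcn2 are also listed as higher in MLP than in MLP-F. DMRs of 7 of the 14 genes, Cep350, Dym, Myh10, Pdk1, Pftk1, Prep and Serpina11, overlap regions higher in MLP-F than in C. Chance would give 32.4 shared genes among 850 and 572 symbols in a universe of 15000 genes, and the hypergeometric p for 14 or more is 0.99995 (upper tail). The 14 are thus fewer than the expected number, and a deficit was not tested. The 850 include predicted-gene and small RNA names, which raise the expected number, and 641 remain without them. Without predicted-gene names the hypergeometric p is 0.996 (upper tail). With the paper's own gene counts, a setting chosen after the values were seen, the hypergeometric p is 0.945. The arrays themselves were not analysed here. A universe of expressed genes with a name in both annotations was not used, so the expected number rests on the paper's 15000.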

The DNA methyltransferase-1, *Dnmt1*, which was down-regulated (see Figure 1B) and bore a validated (intronic) DMR at FDR higher than 5%, does not appear in this list (see discussion). 

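The intronic region of Dnmt1 stands at place 1783 of the 35998 in the MLP vs. C list, above all 1147 low-scoring DMRs of Dataset S6. Its FDR in the paper's Dataset S10 is 6.28%, which at that place amounts to 112 regions found with the libraries exchanged. The first of the low-scoring DMRs, that of Ptprc at place 6254 with an FDR of 5%, amounts to 313 such regions, and that of Agtrap at place 7305 to 365. Fgf5, with an FDR of 5.91% at place 12187, and Mcm6, with 12.4% at place 35608, are also outside Dataset S6.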

The functions of these 15 genes can be found in Figure S1, along with relevant genomic details. Functional enrichment analysis of the 15 DMRs-neighbouring genes did not highlight common pathways, and no correlation of up/down-regulation with the genomic context of DMRs could be determined. Ten of these 15 methylation marks occurred in introns, which traditionally is associated with gene silencing [40], [41]. However, only 4 of these marks were linked to down-regulated genes (*Dym, Glrx2, Myh10, Pftk1*, see Figure S1). Additionally, comparative analysis of DMR-neighboring and differentially expressed gene sets (FDR 5%) with GENEGO showed a striking inverse relationship in 3 categories: ‘*cell cycle and its regulation*’ function (highly enriched in GEX and low in MBD), ‘*apoptosis*’ and ‘*mitogenic signaling*’ (highly enriched in MBD and low in GEX (see Figure S2). This discordance, though not completely unexpected (see discussion), argues for a greater understanding of the complex interplay between DNA methylation and gene expression in fetal programming models, across tissues and development.

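Of the 14 genes found by symbol, 9 have an intronic DMR, 6 of them listed as higher in MLP in Dataset S1 (Abhd6, Cep350, Ctsa, Eif2b3, Serpina11 and Tpcn2) and 3 as lower (Dym, Myh10 and Pftk1). Dym has 2 intronic DMRs on chromosome 18, from 71907489 to 71908124 and from 72100377 to 72100703, at 18436 and 211324 bp from the TSS. The DMR of Myh10, a nonmuscle myosin, lies 7548 bp from the TSS on chromosome 10 (55452836 to 55453260), and that of Cep350, a centrosomal protein, 613 bp from it on chromosome 13 (70993559 to 70993874). No DMR of Dataset S6 is named for Glrx2 or Abcc8. With so few genes, the split by direction was not tested.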

**Figure 3:**
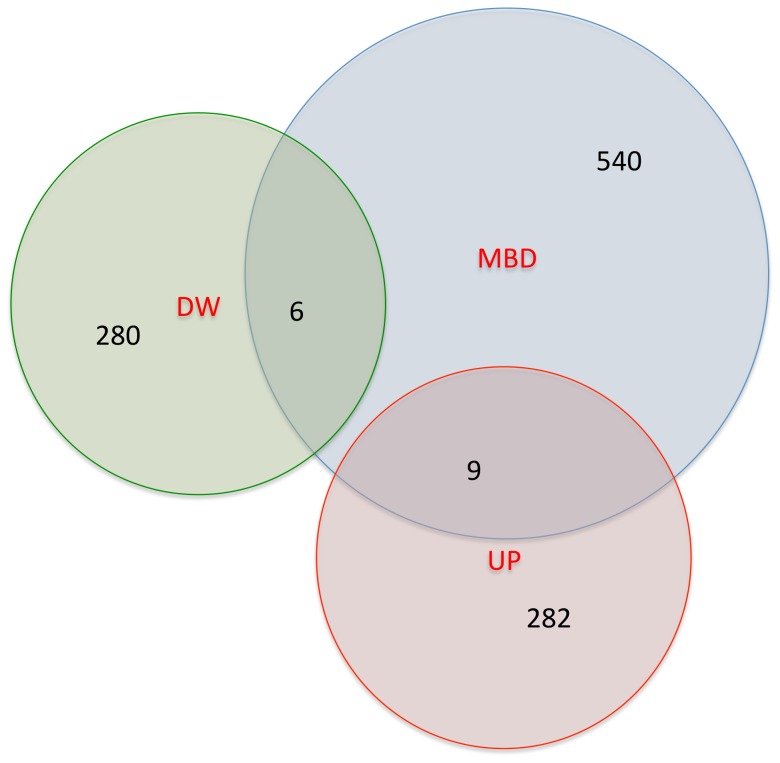
Intersection of differentially expressed (GEX), separated in up-regulated (UP) and down-regulated (DW), and DMRs-neighboring (MBD) genes. At FDR 5% only 15 genes (hypergeometric probability = 0.69) are found in both lists, of which 6 were down-regulated (*Dym*, *Glrx2*, *Mlph*, *Myh10*, *Pftk1*, And *Prep*) and 9 up-regulated (*Abcc8*, *Abhd6*, *Cep350*, *Ctsa*, *Eif2b3*, *Pdk1*, *Serpina11*, *Tpcn2*, And *Tyw3*). The total number of mapped genes is 555 in MBD and 577 in GEX.

## Discussion

The phenomenon of fetal programming by which intrauterine stressor are associated with physiological and metabolic effects in adult offspring is now well established in a variety of species, and good evidence indicates that this contributes to human disease. Such observations highlight the importance of the intrauterine environment for human health with substantial public health implications. The mechanisms that underlie this phenomenon are less clear, but accumulating evidence supports the “DNA methylation hypothesis” [42]. In summary, this hypothesis suggests that since that intrauterine life coincides with a period of major epigenetic modification of the fetal genome, and since many of these DNA methylation changes are highly stable, disturbance of this epigenetic process through adverse environmental exposure has the potential to influence gene expression throughout the life of the offspring. There are numerous examples from animal models of undernutrition in pregnancy which indicate effects of the nutritional environment upon specific gene promoters in specific tissues [6]. Similarly, differential methylation has been observed in the *IGF-2* gene in humans who were exposed to the 1944/5 Dutch famine *in utero* [43]. The primary aim of this study was to establish whether maternal dietary effects upon DNA methylation and gene expression occur across the whole genome. Our findings show an excellent correlation of such genome-wide patterns with relevant phenotypes, although arguing for a greater understanding of the molecular basis of fetal programming.

It is clear that a multitude of anatomical and physiological processes are altered in models of fetal programming and that these stem from underlying alterations in gene expression [44], [45]. An undoubted difficulty with such observations is to distinguish primary alterations in gene expression from secondary alterations occurring consequent to primary alterations. For example the profound hepatic steatosis developed in aged rats exposed to protein restriction *in utero* is associated with hepatic over-expression of *SREBP1c* and the lipogenic pathway [44]. However in younger animals the same pathway is suppressed and there is no evidence of differential expression at birth or during the fetal period [27], [46]. Furthermore, it is clear that increased global DNA methylation is present in some tissues in rodent models of nutritional programming, and differential methylation in a number of specific genes and specific sites within these genes has been described and correlates, in published examples, with the observed gene expression changes [12], [14].

In this study we have used a well-established model of fetal programming in the rat and shown that a maternal low protein diet is associated with a significantly disturbed pattern of altered gene expression in the liver from as early as P1. Others have shown that this, or a similar model is associated with altered hepatic gene expression by 4, 8 or 12 weeks of age, with prolonged effects into ageing, and thus this finding is not unexpected. Indeed we have recently shown that protein restriction and maternal iron deficiency disturb similar gene pathways (cell cycle regulation, mitosis) as early as d13 gestation [45], [47]. The ontogeny of the differentially expressed genes differs in later time point experiments from those observed at P1. This should not be unexpected as obvious physiological and nutritional developments occur between neonatal and more mature animals. These are inevitably accompanied by maturation in gene expression patterns in both the liver and elsewhere. Secondary changes in gene expression will occur at later time points, particularly in response to disturbed physiological and metabolic phenotypes, as we observed in earlier work [27], [29], [48]. Transient disturbance of expression may result from short-term consequences of the adverse maternal environment.

A substantial number of differentially methylated regions were observed in comparing MLP and control animals by whole genome MBD-Seq analysis. These were widely distributed across the genome and did not exhibit strong relationships with gene promoters or other recognised gene regulatory regions, as has been also shown in numerous other genome-wide studies, which have clearly indicated that CpG islands and promoters constitute only a fraction of the genome affected by DNA methylation [49]. 

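Within 2 kb of a TSS lie 56 of the 1183 DMRs (4.73%), among them the intronic DMR of Cep350, and within 10 kb 209 (17.7%), among them those of Acadm, Agtrap, Foxo3, Elovl5 and Serpina11. DMRs lie on each of the 20 autosomes and on X. Chromosome 1 has 128, chromosome 18 has 30 and X has 38, and the part of the assembly not placed on a chromosome (Un) has 0, against 934 regions in the deposited MLP vs. C list. The positions of promoters and CpG islands on rn4 were not used here, so DMRs were not compared with a background of such regions.

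**Figure D5:**
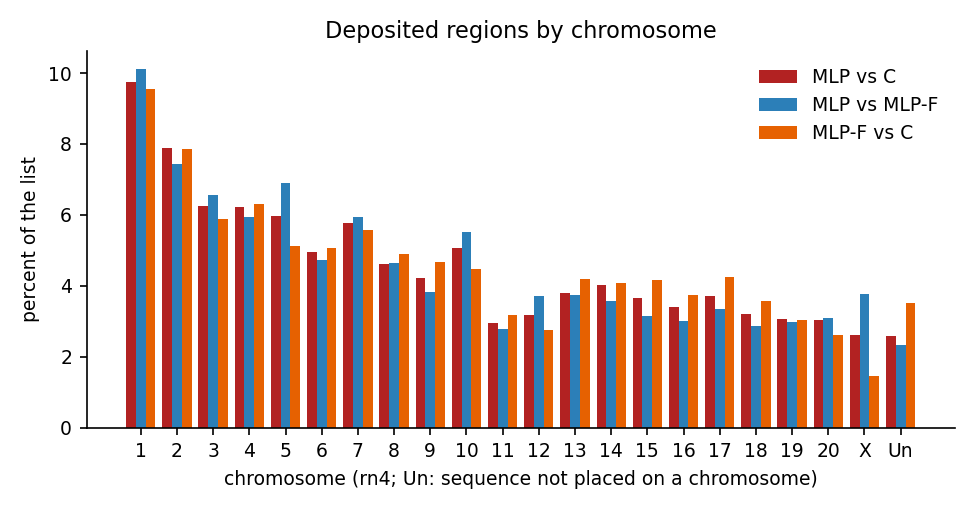
Percent of the regions of each deposited list on each chromosome of rn4, for MLP vs. C (red), MLP vs. MLP-F (blue) and MLP-F vs. C (orange). Chromosome 1 holds 9.75%, 10.1% and 9.56% of the lists, and X holds 2.61%, 3.78% and 1.47%.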

There was a high frequency of association with a variety of types of DNA repeat, the significance of which is not clear, although this phenomenon has been observed in other models of differential DNA methylation [36]. We validated DMRs at a greater FDR than the one used for the annotation, so it is possible that further biologically relevant enrichments would be identified if we utilized a wider set of differentially methylated regions. Nevertheless, DNA methylation, although assessed using a single molecular assay, reflects a multitude of functional mechanisms in relation to the location of the signal (gene body, intergenic regions, promoters, etc). In absence of dedicated annotation tools, we have employed two different annotation methodologies in a complementary way. The pathways so identified (immune/developmental signatures) are consistent, yet further validation would be required.

It is notable that a large subset of DMRs-neighbouring genes were found sharing binding sites that match annotation for *FOXO* (or *MLLT7*, the *human homolog of Drosophila trithorax MLL*), a negative regulator of insulin sensitivity in liver, adipocytes and pancreatic cells [50], which may suggest that these genes are somehow functionally related, perhaps through *trithorax*. Significant association with *AR* and *AP2* response elements in up-regulated genes as well as with liver-specific functions was observed. Furthermore, down-regulation at P1 was very significantly associated with *E2F* binding sites in a subset of genes, including strong downregulation of *Ezh2* and *H2afz* (*polycomb*). Notably, conditional deletion of *Polycomb* protein *EZH2* in mouse *beta*-cell determines *beta*-cell regeneration failure leading to diabetes mellitus [51].

Having established the concomitant presence of differential gene expression and differential DNA methylation, it might be assumed in the light of previously published work that the genes affected would be largely the same. As is readily apparent from Figure 3, this was clearly not the case. Only 3 of the genes that are differentially expressed at FDR 1% were also associated with DMRs (and 15 genes at FDR 5%). Such discordance is consistent with other recent studies [52], [53]. To identify more substantial concordance between gene expression and DNA methylation signatures would probably require the use of specific tissues, time points and possibly environmental stimuli that would elicit a gene expression outcome from loci epigenetically programmed during development. The apparent discordance between the lists of DMRs-neighboring and differentially expressed genes may also be explained by differential methylation essentially only impacting upon expression under conditions of stimulus or challenge, e.g. in response to endocrine signals, or to metabolic stressors, that are absent in the P1 liver. One alternative model is that in which an unknown factor results in both altered DNA methylation and gene expression. This alternative factor may be early stable histone modifications such as those resulting from *polycomb/trithorax*-type developmental influences [54]. The finding of a close relationship between *E2F* recognition elements and genes showing altered expression is compatible with this. Notably, *E2f7* and *E2f8* were respectively methylated and differentially expressed (down-regulated) in MLP vs. C.

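The DMR annotated to E2f7, a repressor of the E2F family, lies 216292 bp from the TSS on chromosome 7 (49473463 to 49474025) and is labelled upstream. It scored 128 against C and 50.7 against MLP-F. Of 42 genes of the cell cycle, E2F and MCM, 7 are nearest to a DMR. Those of Cep152 and Ccnd1 (cyclin D1, chromosome 1, 205462409 to 205463215) are, like that of E2f7, also listed as higher in MLP than in MLP-F. The DMRs of Cdk8, Cep135 and Cep350 overlap regions higher in MLP-F than in C, and that of Pftk1 overlaps regions of both lists. In the MLP-F vs. C list these score 77.7 at Cdk8 and 128 at Cep350.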

It was interesting to discover a significant overlap between DMRs and loci involved in GWAS studies for metabolic disorders such as type 1 diabetes, obesity and blood pressure. This was particularly remarkable given that this comparison involves comparing genetic and epigenetic loci as well as comparing human studies to animal model studies. Although the importance of this overlap needs confirmation through further studies, the observation strongly supports the hypothesis that complex traits and diseases are under the control of specific loci both genetically and epigenetically. It would also suggest that fetal programming effects might be linked to modulation of the epigenetic state of loci that are related to disease at a genetic level. Improved predictive ability might therefore develop from consideration of both the genetic and epigenetic state of a locus.

The observation that folic acid supplementation prevented or reversed both the changes in gene expression, (in keeping with observations at later time points of development [55]) and the changes in DNA methylation is of considerable interest. A general disturbance of 1-carbon metabolism associated with maternal protein restriction (suggested by the dysregulation, rescued by folate, of *Gnmt* in MLP), is one candidate mechanism that may explain this. However, whilst there have been reports of elevated maternal plasma homocysteine concentrations in protein restriction [18] there is no convincing metabolic data that suggests the protocol leads to folate insufficiency or gross changes in the methionine-homocysteine, or folic acid cycles [16]. The observation that maternal low protein feeding down-regulates expression of *Dnmt1* in the offspring has been previously reported in older animals, suggesting that the effect lasts until at least weaning [12]. The effect of folate is more challenging to explain, but could be related to flux through the methionine-homocysteine pathway and the inhibitory effect of S-adenosylhomocysteine on *Dnmt1* [56], [57].

## Conclusions

In summary, this study has provided evidence of a substantial effect of diet during pregnancy on both the gene expression and DNA methylation genome-wide profile in newborns. The loci affected in terms of gene expression and DNA methylation were quite different, probably reflecting different roles of these signatures. Whilst we noted some evidence that diet impacted upon expression and epigenetic regulation of *Dnmt*s, inconsistency and subtle variations in the data suggest more intricate mechanisms are involved in the response to early diet. There was a significant overlap between loci affected in terms of DNA methylation in the model, with loci from GWAS studies for metabolic and cardiovascular disorders. Together these findings indicate that improved understanding of complex traits and diseases is likely to require further integration of human and animal studies, with amalgamation of genetic, epigenetic, and gene expression-based approaches.

## Materials and Methods

### Ethics statement

All animal experiments were performed in the BioResources Unit of the University of Nottingham, under license from the United Kingdom Home Office in accordance with the 1986 Animals (Scientific Procedures) Act. The study was approved by the UK Home Office (Project License PPL40/2990) and University of Nottingham Ethics Committee (approval ID SLE/005/07).

### Animals

Virgin female Wistar rats (Harlan, UK) were mated at between 180 and 225 g weight, to a single stud male. Upon confirmation of pregnancy by the presence of a semen plug the female rats were randomly allocated to be fed one of three synthetic diets (18% casein, 1 mg/kg folate Control; 9% casein, 1 mg/kg folate MLP; 9% casein, 5 mg/kg folate MLP-F). See Table S2. The full composition of the diets is published elsewhere (14). Pregnant dams were fed the semi-synthetic diets until they delivered pups at 22 d of gestation. At 1 day after birth, the male pups were culled by cervical dislocation. Liver tissue was collected, snap-frozen in liquid nitrogen and stored at −80°C. One litter from each group was studied, generating up to 16 offspring in each case. DNA was pooled from livers of 8 individual animals per group. Four of these livers also provided samples for RNA preparations.

### Microarray experiment

Total RNA were isolated from three groups of 1 day male rat livers using RNeasy mini kit (QIAGEN), treated with Turbo DNaseI (Ambion) for 30 min at 37°C, then with phenol/chloroform and ethanol precipitated. The quality of RNA was validated by an Agilent 2100 Bioanalyzer (Agilent Technologies). Four RNA samples for each group were hybridized to RatRef-12 Expression BeadChip Microarray (Illumina). All samples exhibited signal-to-noise ratio above 11. Raw data was analyzed using *beadarray* and *limma* R-Bioconductor packages (see links below). Quantile normalization, shrinkage (eBayes) and Benjamini-Hochberg false discovery rate control methods (FDR) were devised. Heatmap and volcano plot for comparison MLP/C are shown in Figure S3 and Figure S4 respectively. GEO accession number of this experiment is GSE50799.

### Validation of gene expression data

1 µg of RNA was reverse transcribed with SuperScriptII (Invitrogen) and used as a template in real-time q-PCR. All PCR amplifications were performed using a Kappa SYBR FAST qPCR master mix kit (Kappa Biosystems). Cycling conditions: denaturation at 95°C for 3 min, then 40 cycles of 95°C for 3 sec, 60°C for 20 sec, followed by dissociation curve step. All real-time PCRs were carried out using the Mx3000 Multiplex Quantitative PCR System (Stratagene). All reactions were performed twice in triplicate. Reaction specificity was verified by melting curve. Primers were designed to amplify 8 genes: *Dnmt1*, *Dnmt3a*, *Dnmt3b*, *AurKB*, *Mcm6*, *Hat1*, *Gnmt* and *Gmnn*. Primer sequences are listed in *DATASET S9*. P-values (Student's t-test) less than 0.05 were deemed significant (see Figure 1B).

### MBD enrichment of methylated DNA

Genomic DNA was isolated using QIAamp DNA mini kit (QIAGEN) and fragmented by sonication to 500 bp using the Bioruptor (Diagenode). His_6_-GST-MBD fusion protein was incubated with 1 µg of fragmented DNA (for 1 reaction) for 2 hours at 4°C, followed by incubation with magnetic beads for another hour at 4°C. Methylated DNA was eluted from beads-MBD-DNA complexes according to the manufacturer's instructions (MethylCap kit, Diagenode). Eluted fractions were purified through the spin columns (QIAGEN, PCR purification kit) and stored frozen. High salt fraction was used for library preparation. MethylCap enrichment efficiency in the same IP sample was calculated by Q-PCR comparison of the specific gene and non-methylated DNA using rat meDNA primer pair (TSH2B) and rat unDNA primer pair (GAPDH) (Diagenode). DNA was pooled from 8 individual animals per group (same litter).

### Library preparation

Approximately 10 ng of captured DNA was used for library preparation (ChIP-seq DNA sample Prep Kit, Illumina). DNA was first end repaired, and then A-overhangs were added to the 3′ ends. After ligation of Illumina adapters 300 bp DNA was isolated by 2% NuSieve 3∶1 agarose (LONZA) gel electrophoresis, gel purified at RT, eluted from the columns (QIAGEN) and enriched by 18 cycles of PCR. The library was evaluated using an Agilent 2100 Bioanalyzer (Agilent Technologies), quantified by q PCR with Illumina primers followed by paired –end 76-bp sequencing using an Illumina Genome Analyzer II according to the manufacturer's instructions in Genome Centre. GEO accession number of this experiment is GSE50935.

### MBD sequencing quality control

Quality control of the sequenced libraries was performed using FastQC software (see *web links* below) as well as in-house scripts in order to provide complementary information whenever necessary. FastQC assessed six features for each (76 bp) read in each library as follows: *per base* sequence quality, *per sequence* quality scores, *per base* sequence content, *per base* GC content, *per sequence* GC content, *per base* N content, sequence length distribution, sequence duplication levels, overrepresented sequences, presence of contaminants (K-mers level). Further quality control was performed after aligning the reads to the genome (see below).

### Pair alignments

Alignments to the reference genome, *Rattus Norvegicus* rn4, were performed using Bowtie [31] and retaining one alignment per read pair. In case of multiple locations, either the alignment with highest score was retained or the read pair was definitely discarded. The alignments were also normalized and transformed in genomic tracks for visualization in UCSC genome browser (see *web links* below) using the R package MEDIPS [58]. The same package was also used to evaluate coverage, saturation and GC content of our MBD-seq data. This step completed our quality control procedure. Only libraries that passed all quality control steps were further processed. Library saturation levels for C, MLP and MLP+F were (as measured by Pearson's coefficient) 0.98, 0.99 and 0.99, respectively. *See also Table S3*.

### Differentially methylated regions

Regions of signal variability were identified using MACS [32], a model-based method developed for analyzing ChIP-seq data, given the many analogies between MBD-seq and ChIP-seq. Differentially methylated regions in comparison MLP vs C and C vs MLP; MLP+F vs C and C vs MLP+F; MLP vs MLP+F and MLP+F vs MLP were analyzed. After a sensitivity study, all adjustable parameters were set to default values whenever possible. Effective genome size was set to 2.00e+09 bp, model fold to 32, p-value cut-off to 10^−5^ and bandwidth to 300 bp. The hypermethylated regions as well as methylation tracks were visualized in UCSC genome browser (see *web links* below). See also Table S1 and Table S3.

### Bisulphite sequencing

1 µg of genomic DNA from each liver sample was bisulphite converted according to manufacture's instruction (EZ DNA methylation Gold kit, ZYMO Research). Converted DNA was eluted from the column with 12 µl of elution buffer. 2 µl of this DNA was used as a template for the 1^st^ round of PCR that were separated by gel electrophoresis, gel purified, eluted in 50 ul of EB, then 4–10 µl of this was used for 2^nd^ round PCR (in total volume 25 µl) with forward nested primer. The amplified products were gel purified and cloned into pCR-4 TOPO vector (TOPO TA Cloning kit, Invitrogen). Primers for PCR were designed to amplify DMR of the rat *Dnmt1*, *Agtrap1*, *Mcm6*, *Fgf5* and *Sfmbt* genes. Primer sequences are listed in *DATASET S10*. Individual clones were analyzed for the presence of cloned DNA fragment by colony PCR. Plasmid DNA was isolated from correct clones (Qiagene). For each animal group up to 6 livers and 53 clones were sequenced using T3 sequencing primer (see detail in DATASET S10). To evaluate the significance of methylation enrichment, U-statistics was applied (DATASET S11).

### Genomic annotation

The differentially methylated regions were annotated by (a) querying Ensembl Rattus Norvegicus repository database for ‘*nearest genes*’ and ‘*nearest repeat*’ up to 10 Kb from annotated TSS via in-house script based upon the Application Programming Interfaces provided by Ensembl API Core (see *web links* below); (b) using GREAT [34], after applying UCSC Utility batch coordinates conversion (see web links below) to convert the rat genomic regions identified via MBD-seq to Mouse and Human orthologs (the two closest species of the three supported at the moment). GREAT employs three annotation rules as follows: ‘nearest genes’ (directly comparable to our in-house annotation above), ‘basal+ extension’ and ‘two nearest genes’.

### Ontological annotation

All gene lists were annotated by employing GSEA-MSignDB [23], [24] and the proprietary software GENEGO from Metacore web portal (see web links below). GENEGO was also utilized for performing the mutual comparison of gene expression and DMR-neighboring gene lists. Additional annotation was performed using GREAT, as specified above. The lists of gene symbols used as input can be found in Datasets D2, D4, D5 and D7. The p-values for overlaps of experimental lists with standard biological collections (BioCarta, Kegg, Reactome and GO) and differentially expressed gene lists from MSignDB collections were generated by hypergeometric tests implemented in GSEA-MSignDB toolkit, as described in [23], [24] and GSEA website. All gene collections can be inspected and are available in interactive manner at GSEA web site (see link below). Hypergeometric probability for overlaps of experimental lists as well as overlaps of experimental lists and GWAS list were computed using an *in-house* script and gene universe size = 15,000; and discussed with reference to p-value cutoff 0.05. GREAT p-values are calculated using binomial test as described in [34] and relevant website (see links below).

### Web links

Beadarray http://www.bioconductor.org/packages/2.12/bioc/html/beadarray.html

Limma http://www.bioconductor.org/packages/2.12/bioc/html/limma.html

FastQC: http://www.bioinformatics.babraham.ac.uk/projects/fastqc/

UCSC genome browser: http://genome.ucsc.edu/

UCSC LiftOver: http:// genome.ucsc.edu/cgi-bin/hgLiftOver

Ensembl API Core: http://www.ensembl.org/info/docs/api/core/index.html#api

GENEGO: https://portal.genego.com

GSEA-MSigDB: http://www.broadinstitute.org/gsea/msigdb/index.jsp

GREAT: http://bejerano.stanford.edu/great/public/html/

## Supporting Information

Dataset S1 **PvC GEX output (FDR 5%).** Differentially expressed gene probe set in maternal low protein compared to control.
(TXT) Click here for additional data file.

Dataset S2 **GEX PvC, Ontology.** Ontology of the mapped differentially expressed gene set (maternal low protein compared to control). File C2CGP: Overlap matrix by differentially expressed gene list (vertical) and gene sets (horizontal) that represent expression signatures of chemical and genetics perturbation (CGP) in MSigBD collection C2. File C2DWreg: Overlap matrix by down-regulated gene list (vertical) and gene sets (horizontal) collected from various sources in MSigBD collection C2. File C2UPreg: Overlap matrix by up-regulated gene list (vertical) and gene sets (horizontal) collected from various sources in MSigBD collection C2. File C3DWreg: Overlap matrix by down-regulated gene list (vertical) and gene sets (horizontal) that contain genes that share a conserved cis-regulatory motif in promoters and 3-UTRs in MSigBD collection C3. File C3UPreg: Overlap matrix by up-regulated gene list (vertical) and gene sets (horizontal) that contain genes that share a conserved cis-regulatory motif in promoters and 3-UTRs in MSigBD collection C3. File C5DWreg: Overlap matrix by down-regulated gene list (vertical) and gene sets (horizontal) that are annotated to GO terms in MSigBD collection C5. File C5UPreg: Overlap matrix by down-regulated gene list (vertical) and gene sets (horizontal) that are annotated to GO terms in MSigBD collection C5. File Summary and Description: Extensive description of the gene sets shown in Dataset S2. File ReadMeFile: Instruction on how to reconstitute the ontology workbook from separated text files.
(TXT) Click here for additional data file.

Dataset S3 **PvF GEX output (FDR 5%).** Differentially expressed gene probe sets in maternal low protein compared to maternal low protein supplemented with folic acid.
(TXT) Click here for additional data file.

Dataset S4 **GEX PvF, Ontology.** Ontology of the mapped differentially expressed gene set (maternal low protein compared to maternal low protein supplemented with folic acid). File CP: Results from overlapping differentially expressed gene list and gene sets from KEGG pathway database in MSigBD collection C2. File TFBS: Results from overlapping differentially expressed gene list and gene sets that share a conserved cis-regulatory motif in promoters and 3-UTRs in MSigBD collection C2. File GO-processes: Results from overlapping differentially expressed gene list and gene sets from Biological processes Ontology in MSigBD collection C2.
(TXT) Click here for additional data file.

Dataset S5 **GEX Intersection ontology.** Ontology of the mapped differentially expressed gene set, which are found in both maternal low protein compared to control and in maternal low protein compared maternal low protein supplemented with folic acid. File GeneGo: Results from overlapping differentially expressed gene list and gene sets from Biological processes Ontology in MSigBD collection C5. File GeneList: Symbols and descriptions for the differentially expressed genes in both group comparisons. File Pathways: Results from overlapping differentially expressed gene list and gene sets from Canonical Pathway in MSigBD collection C5.
(TXT) Click here for additional data file.

Dataset S6 **PvC MBD differential methylation-** ***annotated*** **, FDR 5%.** Differentially methylated regions-associated gene set in maternal low protein compared to control.

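Each entry of Dataset S6 is a region called by MACS in the MLP library with the C library as control. It gives the position on rn4, the score (named E-value), the fold enrichment over C, the FDR in percent, the nearest gene with its distance from the TSS, the place of the region relative to that gene and the repeats named for it. The nearest gene is the one that the authors name, and whether it is the closest on rn4 was not checked. The paper's methods describe a search up to 10 kb from the TSS, but distances in Dataset S6 go beyond that. The DMR of Bcl11b, a regulator of T cell development, lies 488775 bp from the TSS, and that of Ctla4 294220 bp. The mean score over all DMRs is 178 and the median 127. The lowest FDR among the DMRs with scores under 1000 is 4.88%.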

(TXT) Click here for additional data file.

Dataset S7 **DMR-neighbouring genes (MBD-Seq), Ontology, PvC.** Ontology of the mapped differentially methylated regions-associated gene set (maternal low protein compared to control). File C2CGP: Overlap matrix by differentially expressed gene list (vertical) and gene sets (horizontal) that represent expression signatures of chemical and genetics perturbation (CGP) in MSigBD collection C2. File C3: Assuming an hypothetical differential expression for the DMR-neighbouring genes, overlap matrix by this gene list (vertical) and gene sets (horizontal) that contain genes that share a conserved cis-regulatory motif in promoters and 3-UTRs in MSigBD collection C3. File Summary and Description: Extensive description of the gene sets shown in Dataset S7. File outputgreat H19 basal+extension: Results from annotating human orthologs regions with GREAT rule basal+extension. File outputgreat H19 nearest: Results from annotating human orthologs regions with GREAT rule nearest gene. File outputgreat H19 two nearest: Results from annotating human orthologs regions with GREAT rule nearest two genes. File outputgreat MM9 basal+extension: Results from annotating mouse orthologs regions with GREAT rule basal+extension. File outputgreat MM9 nearest: Results from annotating mouse orthologs regions with GREAT rule nearest gene. File outputgreat MM9 two nearest: Results from annotating mouse orthologs regions with GREAT rule nearest two genes.
(DOCX) Click here for additional data file.

Dataset S8 **PvF MBD differential methylation-** ***annotated*** **, FDR 5%.** Ontology of the mapped differentially methylated regions-associated gene set (maternal low protein compared to maternal low protein supplemented with folic acid).

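Dataset S8 lists 42 regions called by MACS in the MLP library with the MLP-F library as control, with the same columns as Dataset S6, and all are in the deposited list with the same start, end and score. The entries with an FDR above 5%, looked up after their values were seen, include those of Orai1 (5.13%), a calcium channel of the plasma membrane, Vti1a (5.41%) and Rnf150 (5.88%). At Vti1a the region (chromosome 1, 261708399 to 261710471) is another one than the DMRs of Dataset S6 near that gene, and it is not in the MLP vs. C list.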

(TXT) Click here for additional data file.

Dataset S9 **Primers for GEX validations.** The primers used for validation of differentially expressed gene probes in both maternal low protein compared to control and in maternal low protein compared maternal low protein supplemented with folic acid.
(DOCX) Click here for additional data file.

Dataset S10 **Primers for MBD validations.** The primers used for validation of differentially methylated regions in maternal low protein compared to control, as illustrated in panel A of *Figure 2* *.*
(DOCX) Click here for additional data file.

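In bisulphite sequencing, unmethylated cytosines are converted and read as T, and each clone stems from 1 DNA molecule, so the percent of CpG sites that remain C over all clones estimates methylation. From the paper's counts of sites in Dataset S10, methylation at Agtrap was 83.3% in C (225 of 270 sites) and 96.0% in the low protein group (240 of 250). At Fgf5 it was 87.9% (217 of 247) and 97.6% (241 of 247), and at Mcm6 77.4% (205 of 265) and 89.1% (196 of 220). At Dnmt1 it was 87.4% in C (465 of 532), and 92.6% in the low protein group when the sites are counted as 33 clones of 14 CpGs (428 of 462), near the 93% that the table states. The table prints 642 as the total there, which differs from its clones and would give 66.7%. For Mcm6 in the low protein group 42 clones of 5 CpGs make 210 sites, and 93.3%. The clones listed in Dataset S11 give 86.2% and 91.8% at Dnmt1, from 32 clones of the 38 in C and 28 of the 33 in the low protein group, and 80.8% and 88.6% at Mcm6. The paper's two-tailed p for Fgf5 is 0.0878 in one dataset and 0.00278 in the other, and for Mcm6 Dataset S11 gives 0.00736 from its column of unmethylated sites and 0.0375 from that of methylated sites. For Sfmbt1 the paper could not bear out a difference in methylation, and its sites were not counted here. Sites of 1 clone and clones of 1 liver are not independent, so the counts were not tested here.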

Dataset S11 **U-statistics for BS-Seq validations.** Statistical evaluation of the differential CGs methylation depicted in panel A of Figure 2. File Agtrap1: calculations for region annotated to Agtrap1. File Dnmt1: calculations for region annotated to Dnmt1. File Fgf5: calculations for region annotated to Fgf5. File Mcm6: Calculations for region annotated to Mcm6. File Sfmbt1: calculations for region annotated to Sfmbt1.
(TXT) Click here for additional data file.

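The repeat annotation of one DMR can name several repeats. Of the 1183 DMRs, 943 (79.7%, 95% Wilson interval 77.3 to 81.9%) name at least 1 repeat. A tandem repeat or a low-complexity sequence is named in 481 (40.7%), and a LINE 1 element of any subfamily in 305 (25.8%). The DMR of Acadm names a tandem repeat, as do those of Enpp1, Ppard and Gata3.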

Table S1 **Stats of MBD regions, PvC.** Descriptive statistics of hypermethylated regions, which are found in maternal low protein compared to control and the relevant numbers of Human and Mouse orthologous regions employed in ontological analysis.
(DOCX) Click here for additional data file.

Table S2 **Diet-phenotype association.** Description of the dam diets and of the pup phenotypes associated with dam diets. Folic acid supplementation (extra folate) = 4 mg/kg. Diets are matched for energy. No evidence of fetal programming due to high COH.
(DOCX) Click here for additional data file.

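By the counts of unique tags the MLP library was 1.96 times as deep as C and 1.51 times as deep as MLP-F, and MLP-F was 1.30 times as deep as C. The share of unique tags was 83.2% in C, 79.9% in MLP and 75.0% in MLP-F. At regions such as those of Agtrap, Fgf5 and Mcm6, the score compares tags of 2 such libraries after MACS has scaled them to each other.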

Table S3 **Number of total and unique reads per library.** Number of total and unique reads per library.
(DOCX) Click here for additional data file.

Figure S1 **15 DEX genes that bear DMRs.** Genomic details and functional information for 15 differentially expressed genes bearing methylation marks (DMRs) in Maternal Low Protein compared to Control at P1 (FDR 5%). Up/Down-regulation is indicated by red and green highlights respectively. The overlap between the total number of mapped DMRs-neighboring genes and the total number of differentially expressed genes was not statistically significant (p = 0.69).
(TIFF) Click here for additional data file.

Figure S2 **GENEGO picture, Word file with color keys.** Comparative ontological analysis of DMR-neighboring and differentially expressed gene sets, which are respectively represented in blue and orange in the bar chart.
(TIFF) Click here for additional data file.

Figure S3 **GEX quality control: heatmap, PvC.** Heatmap of the top highly expressed gene probes, average signal after filtering low quality probes. Diet of control C represented by green bars, MLP+F group by blue bars, and MLP diet group by red bars.
(TIFF) Click here for additional data file.

Figure S4 **GEX quality control: volcano plot, PvC.** Volcano plot of the differentially expressed gene probes in comparison to C of programmed group P = MLP. The top 200 highly significant gene probes are depicted with red dots. Vertical red lines correspond to fold changes equal to +1 and −1 (Log FC = +−0.01) and horizontal green lines corresponds to probability 0.75 (odds = 3, log-odds = 1.098612).
(TIFF) Click here for additional data file.

# Supplementary material for: Genome-Wide Methylation and Gene Expression Changes in Newborn Rats following Maternal Protein Restriction and Reversal by Folic Acid
**Source:** PLoS One. 2013 Dec 31;8(12):e82989. doi: 10.1371/journal.pone.0082989

C2-CGP

overlap matrix by gene and geneset DACOSTA_UV_RESPONSE_VIA_ERCC3_DN [855] DACOSTA_UV_RESPONSE_VIA_ERCC3_COMMON_DN_DN [483] ONDER_CDH1_TARGETS_2_UP [256] CUI_TCF21_TARGETS_2_DN [830] IKEDA_MIR30_TARGETS_UP [116] ZHENG_BOUND_BY_FOXP3 [491] GOBERT_OLIGODENDROCYTE_DIFFERENTIATIONION_DN [1080] MEISSNER_BRAIN_HCP_WITH_H3K4ME3_AND_H3_H3K27ME3 [1069] SCHLOSSER_SERUM_RESPONSE_DN [712] BHAT_ESR1_TARGETS_NOT_VIA_AKT1_DN [88] description

ARID5B X X X X X X AT rich interactive domain 5B (MRF1-like)

DLC1 X X X X X deleted in liver cancer 1

STARD13 X X X START domain containing 13

ITSN1 X X X X intersectin 1 (SH3 domain protein)

FYN X X X X X "FYN oncogene related to SRC, FGR, YES"

DST X X X X dystonin

VPS13A X X X vacuolar protein sorting 13 homolog A (S. cerevisiae)

USP9X X X X "ubiquitin specific peptidase 9, X-linked"

TSPAN5 X X X tetraspanin 5

CHD9 X X X chromodomain helicase DNA binding protein 9

PTPN2 X X X "protein tyrosine phosphatase, non-receptor type 2"

NEK7 X X X X NIMA (never in mitosis gene a)-related kinase 7

PPP2R5C X X X "protein phosphatase 2, regulatory subunit B (B56), gamma isoform"

LHFPL2 X X X X lipoma HMGIC fusion partner-like 2

OGT X X X X O-linked N-acetylglucosamine (GlcNAc) transferase (UDP-N-acetylglucosamine:polypeptide-N-acetylglucosaminyl transferase)

ABI1 X X X X abl-interactor 1

EHBP1 X X X EH domain binding protein 1

TRIM2 X X X tripartite motif-containing 2

SMARCA2 X X X "SWI/SNF related, matrix associated, actin dependent regulator of chromatin, subfamily a, member 2"

RUNX1 X X X runt-related transcription factor 1 (acute myeloid leukemia 1; aml1 oncogene)

PAWR X X X "PRKC, apoptosis, WT1, regulator"

FTO X X X -

PJA2 X X X "praja 2, RING-H2 motif containing"

NRG1 X X neuregulin 1

TIAM1 X X T-cell lymphoma invasion and metastasis 1

SRPK2 X X SFRS protein kinase 2

STK39 X X "serine threonine kinase 39 (STE20/SPS1 homolog, yeast)"

CEP350 X X centrosomal protein 350kDa

ATP13A3 X X ATPase type 13A3

AKAP9 X X A kinase (PRKA) anchor protein (yotiao) 9

PTK2 X X PTK2 protein tyrosine kinase 2

TRIM44 X X tripartite motif-containing 44

DCUN1D4 X X "DCN1, defective in cullin neddylation 1, domain containing 4 (S. cerevisiae)"

MKLN1 X X "muskelin 1, intracellular mediator containing kelch motifs"

CDK8 X X cyclin-dependent kinase 8

CEP135 X X centrosomal protein 135kDa

SETD2 X X SET domain containing 2

RGL1 X X X ral guanine nucleotide dissociation stimulator-like 1

TFPI X X tissue factor pathway inhibitor (lipoprotein-associated coagulation inhibitor)

PSD3 X X X X pleckstrin and Sec7 domain containing 3

LRRFIP1 X X leucine rich repeat (in FLII) interacting protein 1

SFMBT1 X X Scm-like with four mbt domains 1

ZBTB20 X X X zinc finger and BTB domain containing 20

SYNE2 X X "spectrin repeat containing, nuclear envelope 2"

NAV3 X X neuron navigator 3

DOCK1 X X dedicator of cytokinesis 1

SKAP2 X X src kinase associated phosphoprotein 2

CCND1 X X cyclin D1

INHBB X X "inhibin, beta B (activin AB beta polypeptide)"

EFNA5 X X ephrin-A5

VLDLR X X very low density lipoprotein receptor

GNE X X glucosamine (UDP-N-acetyl)-2-epimerase/N-acetylmannosamine kinase

SNX2 X X sorting nexin 2

TAOK3 X X TAO kinase 3

ATXN1 X X ataxin 1

AP3B1 X "adaptor-related protein complex 3, beta 1 subunit"

ERC1 X ELKS/RAB6-interacting/CAST family member 1

TPST1 X tyrosylprotein sulfotransferase 1

WDFY3 X WD repeat and FYVE domain containing 3

WDHD1 X WD repeat and HMG-box DNA binding protein 1

AHDC1 X "AT hook, DNA binding motif, containing 1"

MN1 X meningioma (disrupted in balanced translocation) 1

ATP2B4 X "ATPase, Ca++ transporting, plasma membrane 4"

SMAD4 X "SMAD, mothers against DPP homolog 4 (Drosophila)"

TEAD1 X TEA domain family member 1 (SV40 transcriptional enhancer factor)

MTR X 5-methyltetrahydrofolate-homocysteine methyltransferase

EML1 X X echinoderm microtubule associated protein like 1

MLLT3 X X X "myeloid/lymphoid or mixed-lineage leukemia (trithorax homolog, Drosophila); translocated to, 3"

ENPP1 X X X X ectonucleotide pyrophosphatase/phosphodiesterase 1

PTGER2 X X X "prostaglandin E receptor 2 (subtype EP2), 53kDa"

SYT11 X X synaptotagmin XI

LTBP1 X X latent transforming growth factor beta binding protein 1

HAS2 X X hyaluronan synthase 2

COL5A1 X X "collagen, type V, alpha 1"

FBLN1 X X fibulin 1

STC2 X stanniocalcin 2

LTBP2 X latent transforming growth factor beta binding protein 2

FBN1 X fibrillin 1

DGKI X "diacylglycerol kinase, iota"

MLPH X melanophilin

PRMT2 X protein arginine methyltransferase 2

PRRX1 X paired related homeobox 1

ZFHX4 X zinc finger homeodomain 4

ARHGAP22 X Rho GTPase activating protein 22

SPOCK1 X "sparc/osteonectin, cwcv and kazal-like domains proteoglycan (testican) 1"

PRR16 X proline rich 16

UBE2V2 X X ubiquitin-conjugating enzyme E2 variant 2

PRKCH X X X "protein kinase C, eta"

PTPRC X X X "protein tyrosine phosphatase, receptor type, C"

GATA3 X X X GATA binding protein 3

DUSP6 X X dual specificity phosphatase 6

PCDH17 X X X protocadherin 17

PDE4D X X "phosphodiesterase 4D, cAMP-specific (phosphodiesterase E3 dunce homolog, Drosophila)"

NCOR1 X X nuclear receptor co-repressor 1

MBNL2 X X muscleblind-like 2 (Drosophila)

SHROOM3 X X X shroom family member 3

CDC14A X X CDC14 cell division cycle 14 homolog A (S. cerevisiae)

ATP10A X X "ATPase, Class V, type 10A"

SHE X X Src homology 2 domain containing E

SH3GLB1 X X SH3-domain GRB2-like endophilin B1

SIRPA X X signal-regulatory protein alpha

LRBA X "LPS-responsive vesicle trafficking, beach and anchor containing"

EPHB1 X EPH receptor B1

TTLL7 X "tubulin tyrosine ligase-like family, member 7"

TANC1 X "tetratricopeptide repeat, ankyrin repeat and coiled-coil containing 1"

SETD7 X SET domain containing (lysine methyltransferase) 7

ERG X v-ets erythroblastosis virus E26 oncogene homolog (avian)

COL4A4 X "collagen, type IV, alpha 4"

DPP4 X "dipeptidyl-peptidase 4 (CD26, adenosine deaminase complexing protein 2)"

CCRN4L X CCR4 carbon catabolite repression 4-like (S. cerevisiae)

C1QTNF7 X C1q and tumor necrosis factor related protein 7

ELTD1 X "EGF, latrophilin and seven transmembrane domain containing 1"

RASA2 X RAS p21 protein activator 2

ODZ2 X "odz, odd Oz/ten-m homolog 2 (Drosophila)"

ARHGAP26 X Rho GTPase activating protein 26

FGD5 X "FYVE, RhoGEF and PH domain containing 5"

CYYR1 X cysteine/tyrosine-rich 1

CTDSPL X "CTD (carboxy-terminal domain, RNA polymerase II, polypeptide A) small phosphatase-like"

GLRX2 X glutaredoxin 2

TTC14 X tetratricopeptide repeat domain 14

ATG10 X ATG10 autophagy related 10 homolog (S. cerevisiae)

SLC38A4 X "solute carrier family 38, member 4"

LRRC28 X leucine rich repeat containing 28

SATB1 X X X special AT-rich sequence binding protein 1 (binds to nuclear matrix/scaffold-associating DNA's)

TBC1D15 X X "TBC1 domain family, member 15"

SLC6A6 X X "solute carrier family 6 (neurotransmitter transporter, taurine), member 6"

B4GALT5 X X "UDP-Gal:betaGlcNAc beta 1,4- galactosyltransferase, polypeptide 5"

SEC23A X X Sec23 homolog A (S. cerevisiae)

LARGE X like-glycosyltransferase

MYH10 X "myosin, heavy chain 10, non-muscle"

CCND2 X cyclin D2

ARID4B X AT rich interactive domain 4B (RBP1- like)

USP47 X ubiquitin specific peptidase 47

PI4K2B X phosphatidylinositol 4-kinase type 2 beta

CDH10 X X "cadherin 10, type 2 (T2-cadherin)"

ABLIM1 X X actin binding LIM protein 1

FOXP1 X X forkhead box P1

UTRN X X utrophin (homologous to dystrophin)

OLIG3 X oligodendrocyte transcription factor 3

MAP3K8 X mitogen-activated protein kinase kinase kinase 8

CTLA4 X cytotoxic T-lymphocyte-associated protein 4

BCL11B X B-cell CLL/lymphoma 11B (zinc finger protein)

TBC1D5 X "TBC1 domain family, member 5"

FAM105A X "family with sequence similarity 105, member A"

ANKH X "ankylosis, progressive homolog (mouse)"

ETNK1 X ethanolamine kinase 1

ST6GAL1 X "ST6 beta-galactosamide alpha-2,6-sialyltranferase 1"

PIAS2 X "protein inhibitor of activated STAT, 2"

NSMCE1 X non-SMC element 1 homolog (S. cerevisiae)

NSMCE2 X "non-SMC element 2 homolog (MMS21, S. cerevisiae)"

RFX3 X "regulatory factor X, 3 (influences HLA class II expression)"

ANKRD55 X ankyrin repeat domain 55

TMEM67 X transmembrane protein 67

PPM1L X X protein phosphatase 1 (formerly 2C)-like

SEMA3F X X "sema domain, immunoglobulin domain (Ig), short basic domain, secreted, (semaphorin) 3F"

H2AFV X X "H2A histone family, member V"

ETS2 X X v-ets erythroblastosis virus E26 oncogene homolog 2 (avian)

HSPA4 X X heat shock 70kDa protein 4

ANK3 X X "ankyrin 3, node of Ranvier (ankyrin G)"

DCC X deleted in colorectal carcinoma

CACNB3 X "calcium channel, voltage-dependent, beta 3 subunit"

PRKAR1B X "protein kinase, cAMP-dependent, regulatory, type I, beta"

PDK1 X "pyruvate dehydrogenase kinase, isozyme 1"

ACSBG1 X acyl-CoA synthetase bubblegum family member 1

SYT1 X synaptotagmin I

PDCD4 X programmed cell death 4 (neoplastic transformation inhibitor)

LDLRAD3 X low density lipoprotein receptor class A domain containing 3

UGT8 X UDP glycosyltransferase 8 (UDP-galactose ceramide galactosyltransferase)

PCDH7 X BH-protocadherin (brain-heart)

LRRN3 X leucine rich repeat neuronal 3

PIGT X "phosphatidylinositol glycan anchor biosynthesis, class T"

MPZL1 X myelin protein zero-like 1

TBC1D22A X "TBC1 domain family, member 22A"

CABIN1 X -

CCNF X cyclin F

SPSB1 X splA/ryanodine receptor domain and SOCS box containing 1

FMN2 X formin 2

BTG1 X "B-cell translocation gene 1, anti-proliferative"

RGS3 X regulator of G-protein signalling 3

FGFRL1 X fibroblast growth factor receptor-like 1

KCNA6 X "potassium voltage-gated channel, shaker-related subfamily, member 6"

TTLL5 X "tubulin tyrosine ligase-like family, member 5"

IRGM X "immunity-related GTPase family, M"

IGSF11 X "immunoglobulin superfamily, member 11"

TBC1D23 X "TBC1 domain family, member 23"

DDHD1 X DDHD domain containing 1

GRID2 X "glutamate receptor, ionotropic, delta 2"

SLC6A1 X "solute carrier family 6 (neurotransmitter transporter, GABA), member 1"

IRX5 X iroquois homeobox protein 5

GRIK3 X "glutamate receptor, ionotropic, kainate 3"

MKX X mohawk homeobox

OPRD1 X "opioid receptor, delta 1"

SLCO5A1 X "solute carrier organic anion transporter family, member 5A1"

NTN1 X netrin 1

SCNN1G X "sodium channel, nonvoltage-gated 1, gamma"

SYT6 X synaptotagmin VI

SLC30A10 X "solute carrier family 30, member 10"

EYA4 X eyes absent homolog 4 (Drosophila)

GPR83 X G protein-coupled receptor 83

FREM2 X FRAS1 related extracellular matrix protein 2

EDN3 X endothelin 3

RIN3 X Ras and Rab interactor 3

MGAT5B X "mannosyl (alpha-1,6-)-glycoprotein beta-1,6-N-acetyl-glucosaminyltransferase, isozyme B"

SLC4A4 X "solute carrier family 4, sodium bicarbonate cotransporter, member 4"

PDZRN3 X PDZ domain containing RING finger 3

CD24 X CD24 molecule

DDIT4L X DNA-damage-inducible transcript 4-like

ZNF536 X zinc finger protein 536

E2F7 X E2F transcription factor 7

S100A11 X S100 calcium binding protein A11

SORCS2 X sortilin-related VPS10 domain containing receptor 2

CD302 X CD302 molecule

PTPN14 X "protein tyrosine phosphatase, non-receptor type 14"

NFE2L3 X nuclear factor (erythroid-derived 2)-like 3

ATP7B X "ATPase, Cu++ transporting, beta polypeptide"

PRDM8 X PR domain containing 8

NFATC2 X "nuclear factor of activated T-cells, cytoplasmic, calcineurin-dependent 2"

HTR1B X 5-hydroxytryptamine (serotonin) receptor 1B

ARHGEF17 X Rho guanine nucleotide exchange factor (GEF) 17

EDARADD X EDAR-associated death domain

HCN1 X hyperpolarization activated cyclic nucleotide-gated potassium channel 1

AIM1 X absent in melanoma 1

CACNA1E X "calcium channel, voltage-dependent, alpha 1E subunit"

ADK X adenosine kinase

RSU1 X Ras suppressor protein 1

ATRNL1 X attractin-like 1

SNRPE X small nuclear ribonucleoprotein polypeptide E

SERTAD2 X SERTA domain containing 2

XPA X "xeroderma pigmentosum, complementation group A"

SCP2 X sterol carrier protein 2

ADH5 X "alcohol dehydrogenase 5 (class III), chi polypeptide"

ACTR2 X ARP2 actin-related protein 2 homolog (yeast)

HIPK1 X homeodomain interacting protein kinase 1

ELOVL5 X "ELOVL family member 5, elongation of long chain fatty acids (FEN1/Elo2, SUR4/Elo3-like, yeast)"

SUMO1 X SMT3 suppressor of mif two 3 homolog 1 (S. cerevisiae)

COPS8 X COP9 constitutive photomorphogenic homolog subunit 8 (Arabidopsis)

BET1 X BET1 homolog (S. cerevisiae)

VDAC3 X voltage-dependent anion channel 3

PSMD1 X "proteasome (prosome, macropain) 26S subunit, non-ATPase, 1"

SMAD1 X "SMAD, mothers against DPP homolog 1 (Drosophila)"

ACADM X "acyl-Coenzyme A dehydrogenase, C-4 to C-12 straight chain"

STRAP X serine/threonine kinase receptor associated protein

LSM6 X "LSM6 homolog, U6 small nuclear RNA associated (S. cerevisiae)"

BTG3 X "BTG family, member 3"

BCAM X basal cell adhesion molecule (Lutheran blood group)

SYTL2 X synaptotagmin-like 2

RERE X arginine-glutamic acid dipeptide (RE) repeats

SNTB2 X "syntrophin, beta 2 (dystrophin-associated protein A1, 59kDa, basic component 2)"

CHRM3 X "cholinergic receptor, muscarinic 3"

MEIS1 "Meis1, myeloid ecotropic viral integration site 1 homolog (mouse)"

GABBR2 "gamma-aminobutyric acid (GABA) B receptor, 2"

SIM2 single-minded homolog 2 (Drosophila)

NTRK2 "neurotrophic tyrosine kinase, receptor, type 2"

PRKCE "protein kinase C, epsilon"

ABCC8 "ATP-binding cassette, sub-family C (CFTR/MRP), member 8"

FAM5C "family with sequence similarity 5, member C"

TBX21 T-box 21

CACNA1B "calcium channel, voltage-dependent, L type, alpha 1B subunit"

ECEL1 endothelin converting enzyme-like 1

PTF1A "pancreas specific transcription factor, 1a"

SORCS1 sortilin-related VPS10 domain containing receptor 1

UCP1 "uncoupling protein 1 (mitochondrial, proton carrier)"

DOK6 docking protein 6

PRDM12 PR domain containing 12

FRMPD1 FERM and PDZ domain containing 1

FBXL14 F-box and leucine-rich repeat protein 14

PRKD1 protein kinase D1

VAV3 vav 3 oncogene

OSBP2 oxysterol binding protein 2

SKAP1 src kinase associated phosphoprotein 1

RFX4 "regulatory factor X, 4 (influences HLA class II expression)"

KLHL13 kelch-like 13 (Drosophila)

CSMD2 CUB and Sushi multiple domains 2

PHKB "phosphorylase kinase, beta"

SEMA4A "sema domain, immunoglobulin domain (Ig), transmembrane domain (TM) and short cytoplasmic domain, (semaphorin) 4A"

BACH2 "BTB and CNC homology 1, basic leucine zipper transcription factor 2"

RRS1 RRS1 ribosome biogenesis regulator homolog (S. cerevisiae)

METTL7A methyltransferase like 7A

SMYD3 SET and MYND domain containing 3

ARID2 "AT rich interactive domain 2 (ARID, RFX-like)"

CLK2 CDC-like kinase 2

PPP1R1C "protein phosphatase 1, regulatory (inhibitor) subunit 1C"

CAMTA1 calmodulin binding transcription activator 1

NR3C2 "nuclear receptor subfamily 3, group C, member 2"

ARHGAP18 Rho GTPase activating protein 18

SOCS1 suppressor of cytokine signaling 1

TMED10 transmembrane emp24-like trafficking protein 10 (yeast)

QDPR quinoid dihydropteridine reductase

KCNJ15 "potassium inwardly-rectifying channel, subfamily J, member 15"

TNFSF10 "tumor necrosis factor (ligand) superfamily, member 10"

TOPORS "topoisomerase I binding, arginine/serine-rich"

ABHD6 abhydrolase domain containing 6

SLCO4A1 "solute carrier organic anion transporter family, member 4A1"

SYT10 synaptotagmin X

LRRC3B leucine rich repeat containing 3B

GRIN2B "glutamate receptor, ionotropic, N-methyl D-aspartate 2B"

VDAC1 voltage-dependent anion channel 1

COX6A1 cytochrome c oxidase subunit VIa polypeptide 1

KCNAB2 "potassium voltage-gated channel, shaker-related subfamily, beta member 2"

PREP prolyl endopeptidase

GABBR1 "gamma-aminobutyric acid (GABA) B receptor, 1"

ACTR10 actin-related protein 10 homolog (S. cerevisiae)

ASPH aspartate beta-hydroxylase

FBXL2 F-box and leucine-rich repeat protein 2

SYN2 synapsin II

FAIM2 Fas apoptotic inhibitory molecule 2

CNTNAP2 contactin associated protein-like 2

KCNIP1 Kv channel interacting protein 1

MAPK10 mitogen-activated protein kinase 10

GPR22 G protein-coupled receptor 22

SEC23B Sec23 homolog B (S. cerevisiae)

NDUFB3 "NADH dehydrogenase (ubiquinone) 1 beta subcomplex, 3, 12kDa"

EIF2B3 "eukaryotic translation initiation factor 2B, subunit 3 gamma, 58kDa"

NMNAT2 nicotinamide nucleotide adenylyltransferase 2

CASP8AP2 CASP8 associated protein 2

DLGAP1 "discs, large (Drosophila) homolog-associated protein 1"

NDUFA8 "NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 8, 19kDa"

LAMA4 "laminin, alpha 4"

DHX40 DEAH (Asp-Glu-Ala-His) box polypeptide 40

FGF21 fibroblast growth factor 21

PEPD peptidase D

MUM1L1 melanoma associated antigen (mutated) 1-like 1

CALN1 calneuron 1

PHACTR1 phosphatase and actin regulator 1

ROBO2 "roundabout, axon guidance receptor, homolog 2 (Drosophila)"

ZNF704 zinc finger protein 704

TTYH3 tweety homolog 3 (Drosophila)

CROCC "ciliary rootlet coiled-coil, rootletin"

RBM10 RNA binding motif protein 10

SLC25A28 "solute carrier family 25, member 28"

DNAJC3 "DnaJ (Hsp40) homolog, subfamily C, member 3"

CEACAM1 carcinoembryonic antigen-related cell adhesion molecule 1 (biliary glycoprotein)

IDE insulin-degrading enzyme

SYK spleen tyrosine kinase

TRAF3 TNF receptor-associated factor 3

ERGIC1 endoplasmic reticulum-golgi intermediate compartment (ERGIC) 1

ATP11A "ATPase, Class VI, type 11A"

POLR1B "polymerase (RNA) I polypeptide B, 128kDa"

GSR glutathione reductase

ACLY ATP citrate lyase

CAMP cathelicidin antimicrobial peptide

CSF3R colony stimulating factor 3 receptor (granulocyte)

FRMD4A FERM domain containing 4A

COTL1 coactosin-like 1 (Dictyostelium)

GNG10 "guanine nucleotide binding protein (G protein), gamma 10"

ZCCHC9 "zinc finger, CCHC domain containing 9"

MAP3K7 mitogen-activated protein kinase kinase kinase 7

USP48 ubiquitin specific peptidase 48

DCAKD dephospho-CoA kinase domain containing

CD180 CD180 molecule

SNRPB small nuclear ribonucleoprotein polypeptides B and B1

METTL8 methyltransferase like 8

XPOT "exportin, tRNA (nuclear export receptor for tRNAs)"

PPHLN1 periphilin 1

STX16 syntaxin 16

PIGF "phosphatidylinositol glycan anchor biosynthesis, class F"

MYO7A myosin VIIA

CYBASC3 "cytochrome b, ascorbate dependent 3"

PLEKHA5 "pleckstrin homology domain containing, family A member 5"

ODZ3 "odz, odd Oz/ten-m homolog 3 (Drosophila)"

DYNLL2 "dynein, light chain, LC8-type 2"

DIP2A DIP2 disco-interacting protein 2 homolog A (Drosophila)

CYP19A1 "cytochrome P450, family 19, subfamily A, polypeptide 1"

SREBF2 sterol regulatory element binding transcription factor 2

MAP2K6 mitogen-activated protein kinase kinase 6

PPARD "peroxisome proliferative activated receptor, delta"

RIC8B resistance to inhibitors of cholinesterase 8 homolog B (C. elegans)

CTDP1 "CTD (carboxy-terminal domain, RNA polymerase II, polypeptide A) phosphatase, subunit 1"

CD109 CD109 molecule

SDK2 sidekick homolog 2 (chicken)

TPK1 thiamin pyrophosphokinase 1

MATN3 matrilin 3

MID2 midline 2

SLC37A1 "solute carrier family 37 (glycerol-3-phosphate transporter), member 1"

NHLRC2 NHL repeat containing 2

LAPTM4A lysosomal-associated protein transmembrane 4 alpha

DPY19L3 dpy-19-like 3 (C. elegans)

DPYSL4 dihydropyrimidinase-like 4

INCENP inner centromere protein antigens 135/155kDa

PDIA5 "protein disulfide isomerase family A, member 5"

EGLN1 egl nine homolog 1 (C. elegans)

TMEM117 transmembrane protein 117

SETBP1 SET binding protein 1

ABCA13 "ATP-binding cassette, sub-family A (ABC1), member 13"

BAIAP2 BAI1-associated protein 2

GLB1 "galactosidase, beta 1"

JAZF1 JAZF zinc finger 1

MX2 myxovirus (influenza virus) resistance 2 (mouse)

WDR41 WD repeat domain 41

TMEM63B transmembrane protein 63B

SEMA3D "sema domain, immunoglobulin domain (Ig), short basic domain, secreted, (semaphorin) 3D"

SLC18A2 "solute carrier family 18 (vesicular monoamine), member 2"

ZNF507 zinc finger protein 507

GPAM "glycerol-3-phosphate acyltransferase, mitochondrial"

SIL1 "SIL1 homolog, endoplasmic reticulum chaperone (S. cerevisiae)"

SIN3A "SIN3 homolog A, transcription regulator (yeast)"

PLA2R1 "phospholipase A2 receptor 1, 180kDa"

FANCA "Fanconi anemia, complementation group A"

DIAPH3 diaphanous homolog 3 (Drosophila)

BRP44L brain protein 44-like

VTI1A vesicle transport through interaction with t-SNAREs homolog 1A (yeast)

DYM dymeclin

CEP152 centrosomal protein 152kDa

SNORD22 "small nucleolar RNA, C/D box 22"

BIRC6 baculoviral IAP repeat-containing 6 (apollon)

OS9 -

YEATS2 YEATS domain containing 2

B3GAT1 "beta-1,3-glucuronyltransferase 1 (glucuronosyltransferase P)"

RNF165 ring finger protein 165

DOT1L "DOT1-like, histone H3 methyltransferase (S. cerevisiae)"

RAP1GAP RAP1 GTPase activating protein

KLHL8 kelch-like 8 (Drosophila)

FBXL17 F-box and leucine-rich repeat protein 17

BMP4 bone morphogenetic protein 4

MYH1 "myosin, heavy chain 1, skeletal muscle, adult"

SOX5 SRY (sex determining region Y)-box 5

MAML2 mastermind-like 2 (Drosophila)

TMEM87B transmembrane protein 87B

DENND2C DENN/MADD domain containing 2C

ALPK1 alpha-kinase 1

XYLT2 xylosyltransferase II

DSC1 desmocollin 1

PDE7B phosphodiesterase 7B

ALOX12B "arachidonate 12-lipoxygenase, 12R type"

CCDC67 coiled-coil domain containing 67

ATP5D "ATP synthase, H+ transporting, mitochondrial F1 complex, delta subunit"

EPHB6 EPH receptor B6

RANBP10 RAN binding protein 10

AKAP7 A kinase (PRKA) anchor protein 7

NARS2 asparaginyl-tRNA synthetase 2 (mitochondrial)(putative)

F9 "coagulation factor IX (plasma thromboplastic component, Christmas disease, hemophilia B)"

SYN3 synapsin III

OTUD7A OTU domain containing 7A

MYH7 "myosin, heavy chain 7, cardiac muscle, beta"

ALG2 "asparagine-linked glycosylation 2 homolog (S. cerevisiae, alpha-1,3-mannosyltransferase)"

OTUD1 OTU domain containing 1

FAM83B "family with sequence similarity 83, member B"

FBXO42 F-box protein 42

FANCD2 "Fanconi anemia, complementation group D2"

B4GALT1 "UDP-Gal:betaGlcNAc beta 1,4- galactosyltransferase, polypeptide 1"

TNKS2 "tankyrase, TRF1-interacting ankyrin-related ADP-ribose polymerase 2"

MTA3 "metastasis associated 1 family, member 3"

IBSP "integrin-binding sialoprotein (bone sialoprotein, bone sialoprotein II)"

LGI2 "leucine-rich repeat LGI family, member 2"

AIG1 androgen-induced 1

AGTRAP angiotensin II receptor-associated protein

SORT1 sortilin 1

SLC4A5 "solute carrier family 4, sodium bicarbonate cotransporter, member 5"

RPL18A ribosomal protein L18a

IMPG1 interphotoreceptor matrix proteoglycan 1

MATN1 "matrilin 1, cartilage matrix protein"

IRGQ "immunity-related GTPase family, Q"

DBX1 -

CNTN4 contactin 4

RCC2 regulator of chromosome condensation 2

KRT86 keratin 86

ODF2 outer dense fiber of sperm tails 2

GRM4 "glutamate receptor, metabotropic 4"

GAN giant axonal neuropathy (gigaxonin)

B4GALT4 "UDP-Gal:betaGlcNAc beta 1,4- galactosyltransferase, polypeptide 4"

KHSRP KH-type splicing regulatory protein (FUSE binding protein 2)

MAML3 mastermind-like 3 (Drosophila)

POLR3C polymerase (RNA) III (DNA directed) polypeptide C (62kD)

PABPC3 "poly(A) binding protein, cytoplasmic 3"

CAPN5 calpain 5

SLC14A2 "solute carrier family 14 (urea transporter), member 2"

SLC10A6 "solute carrier family 10 (sodium/bile acid cotransporter family), member 6"

POMP proteasome maturation protein

SYT9 synaptotagmin IX

GNPDA2 glucosamine-6-phosphate deaminase 2

RBP3 "retinol binding protein 3, interstitial"

TNP1 transition protein 1 (during histone to protamine replacement)

ACTBL2 "actin, beta-like 2"

EFHB "EF-hand domain family, member B"

B3GALTL "beta 1,3-galactosyltransferase-like"

MYBPC3 "myosin binding protein C, cardiac"

SMPX "small muscle protein, X-linked"

BDP1 "B double prime 1, subunit of RNA polymerase III transcription initiation factor IIIB"

TMED6 transmembrane emp24 protein transport domain containing 6

TRPC7 "transient receptor potential cation channel, subfamily C, member 7"

PYGO2 pygopus homolog 2 (Drosophila)

SNORA40 "small nucleolar RNA, H/ACA box 40"

SNORA31 "small nucleolar RNA, H/ACA box 31"

SNORA48 "small nucleolar RNA, H/ACA box 48"

SLC4A10 "solute carrier family 4, sodium bicarbonate transporter-like, member 10"

OLAH oleoyl-ACP hydrolase

CACNG2 "calcium channel, voltage-dependent, gamma subunit 2"

TBX4 T-box 4

NPHP4 nephronophthisis 4

NUDT3 nudix (nucleoside diphosphate linked moiety X)-type motif 3

TYW3 tRNA-yW synthesizing protein 3 homolog (S. cerevisiae)

ARSG arylsulfatase G

NMNAT3 nicotinamide nucleotide adenylyltransferase 3

NPBWR1 neuropeptides B/W receptor 1

SLC36A2 "solute carrier family 36 (proton/amino acid symporter), member 2"

ATG7 ATG7 autophagy related 7 homolog (S. cerevisiae)

TPCN2 two pore segment channel 2

ADCK5 aarF domain containing kinase 5

APOBEC3F "apolipoprotein B mRNA editing enzyme, catalytic polypeptide-like 3F"

DDX50 DEAD (Asp-Glu-Ala-Asp) box polypeptide 50

CCDC66 coiled-coil domain containing 66

GPR31 G protein-coupled receptor 31

NFKBIL1 nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor-like 1

IQCD IQ motif containing D

ALPI "alkaline phosphatase, intestinal"

MTTP microsomal triglyceride transfer protein

CDH12 "cadherin 12, type 2 (N-cadherin 2)"

HEPHL1 hephaestin-like 1

SERPINA11 "serpin peptidase inhibitor, clade A (alpha-1 antiproteinase, antitrypsin), member 11"

ARMC4 armadillo repeat containing 4

RTDR1 rhabdoid tumor deletion region gene 1

DNAH7 "dynein, axonemal, heavy chain 7"

BRF1 "BRF1 homolog, subunit of RNA polymerase III transcription initiation factor IIIB (S. cerevisiae)"

DBNL drebrin-like

GNG8 "guanine nucleotide binding protein (G protein), gamma 8"

NDST3 N-deacetylase/N-sulfotransferase (heparan glucosaminyl) 3

SLC24A2 "solute carrier family 24 (sodium/potassium/calcium exchanger), member 2"

SPATA16 spermatogenesis associated 16

GALNT9 UDP-N-acetyl-alpha-D-galactosamine:polypeptide N-acetylgalactosaminyltransferase 9 (GalNAc-T9)

XKR5 "XK, Kell blood group complex subunit-related family, member 5"

OTOG otogelin

PCDH15 protocadherin 15

HMGB4 high-mobility group box 4

OTOS otospiralin

GLIPR1L1 GLI pathogenesis-related 1 like 1

SNORA27 "small nucleolar RNA, H/ACA box 27"

SNORA41 "small nucleolar RNA, H/ACA box 41"

SNORA70 "small nucleolar RNA, H/ACA box 70"

SNORD24 "small nucleolar RNA, C/D box 24"

ALS2CR7 "amyotrophic lateral sclerosis 2 (juvenile) chromosome region, candidate 7"

ARL6IP2 ADP-ribosylation factor-like 6 interacting protein 2

CBARA1 calcium binding atopy-related autoantigen 1

CCDC46 coiled-coil domain containing 46

CCDC73 coiled-coil domain containing 73

CDC2L6 cell division cycle 2-like 6 (CDK8-like)

CENTG2 "centaurin, gamma 2"

FREQ frequenin homolog (Drosophila)

LARP5 "La ribonucleoprotein domain family, member 5"

LASS3 "LAG1 homolog, ceramide synthase 3 (S. cerevisiae)"

LRRC30 leucine rich repeat containing 30

M6PRBP1 mannose-6-phosphate receptor binding protein 1

MAGEB18 "melanoma antigen family B, 18"

MAP3K7IP3 mitogen-activated protein kinase kinase kinase 7 interacting protein 3

MOBKL2B "MOB1, Mps One Binder kinase activator-like 2B (yeast)"

NA neurocanthocytosis

NEK5 NIMA (never in mitosis gene a)-related kinase 5

PFTK1 PFTAIRE protein kinase 1

PHGDHL1 phosphoglycerate dehydrogenase like 1

SFRS14 "splicing factor, arginine/serine-rich 14"

SFRS8 "splicing factor, arginine/serine-rich 8 (suppressor-of-white-apricot homolog, Drosophila)"

SNORA17 "small nucleolar RNA, H/ACA box 17"

SNORA52 "small nucleolar RNA, H/ACA box 52"

WDR51B WD repeat domain 51B

ZNF291 zinc finger protein 291

C3

MLLT7 MLLT7

overlap matrix by gene and geneset TTGTTT_V$FOXO4_01 [2061] V$FOXO4_01 [243] "AAAGACA,MIR-511 [202]" "TAGCTTT,MIR-9 [236]" V$FOXJ2_02 [237] TGTTTGY_V$HNF3_Q6 [738] AACTTT_UNKNOWN [1890] V$HTF_01 [72] V$PXR_Q2 [256] V$SRY_01 [224] description

BCL11B X X X X X X B-cell CLL/lymphoma 11B (zinc finger protein)

STX16 X X X syntaxin 16

ERG X X X X X v-ets erythroblastosis virus E26 oncogene homolog (avian)

PDE4D X X X X X "phosphodiesterase 4D, cAMP-specific (phosphodiesterase E3 dunce homolog, Drosophila)"

NRG1 X X X X X neuregulin 1

CACNG2 X X X X "calcium channel, voltage-dependent, gamma subunit 2"

NMNAT2 X X X X X nicotinamide nucleotide adenylyltransferase 2

PDCD4 X X X X programmed cell death 4 (neoplastic transformation inhibitor)

SKAP1 X X X src kinase associated phosphoprotein 1

FRMD4A X X X FERM domain containing 4A

H2AFV X X X "H2A histone family, member V"

OLIG3 X X X X oligodendrocyte transcription factor 3

RUNX1 X X X runt-related transcription factor 1 (acute myeloid leukemia 1; aml1 oncogene)

MAML3 X X X mastermind-like 3 (Drosophila)

SLC25A28 X X X "solute carrier family 25, member 28"

VLDLR X X X very low density lipoprotein receptor

TBX4 X X T-box 4

KCNJ15 X X "potassium inwardly-rectifying channel, subfamily J, member 15"

DST X X dystonin

RANBP10 X X RAN binding protein 10

SLC4A4 X X "solute carrier family 4, sodium bicarbonate cotransporter, member 4"

SLC36A2 X X "solute carrier family 36 (proton/amino acid symporter), member 2"

KRT86 X X keratin 86

HAS2 X X X hyaluronan synthase 2

BTG1 X X X X "B-cell translocation gene 1, anti-proliferative"

DUSP6 X X X X dual specificity phosphatase 6

CEP350 X X X centrosomal protein 350kDa

PCDH17 X X protocadherin 17

NTRK2 X X "neurotrophic tyrosine kinase, receptor, type 2"

TEAD1 X X X X X X TEA domain family member 1 (SV40 transcriptional enhancer factor)

SMARCA2 X X X X "SWI/SNF related, matrix associated, actin dependent regulator of chromatin, subfamily a, member 2"

ATXN1 X X X X ataxin 1

SFMBT1 X X Scm-like with four mbt domains 1

PIGF X X "phosphatidylinositol glycan anchor biosynthesis, class F"

CDH10 X X X X X "cadherin 10, type 2 (T2-cadherin)"

FOXP1 X X X forkhead box P1

SYT6 X X X synaptotagmin VI

SATB1 X X X special AT-rich sequence binding protein 1 (binds to nuclear matrix/scaffold-associating DNA's)

PRDM12 X X X PR domain containing 12

GRIN2B X X X X "glutamate receptor, ionotropic, N-methyl D-aspartate 2B"

FAM105A X X "family with sequence similarity 105, member A"

RFX4 X X X X X "regulatory factor X, 4 (influences HLA class II expression)"

MEIS1 X X X X "Meis1, myeloid ecotropic viral integration site 1 homolog (mouse)"

SOX5 X X X X SRY (sex determining region Y)-box 5

NAV3 X X X X neuron navigator 3

NTN1 X X X netrin 1

MAPK10 X X X mitogen-activated protein kinase 10

GRID2 X X X "glutamate receptor, ionotropic, delta 2"

SLC6A1 X X X "solute carrier family 6 (neurotransmitter transporter, GABA), member 1"

RGS3 X X X regulator of G-protein signalling 3

EML1 X X X echinoderm microtubule associated protein like 1

RBP3 X X X "retinol binding protein 3, interstitial"

SLC38A4 X X X "solute carrier family 38, member 4"

SRPK2 X X SFRS protein kinase 2

OGT X X O-linked N-acetylglucosamine (GlcNAc) transferase (UDP-N-acetylglucosamine:polypeptide-N-acetylglucosaminyl transferase)

SDK2 X X sidekick homolog 2 (chicken)

NFE2L3 X X nuclear factor (erythroid-derived 2)-like 3

HTR1B X X 5-hydroxytryptamine (serotonin) receptor 1B

MUM1L1 X X melanoma associated antigen (mutated) 1-like 1

TMED10 X X transmembrane emp24-like trafficking protein 10 (yeast)

CDH12 X X "cadherin 12, type 2 (N-cadherin 2)"

PRRX1 X X X X X paired related homeobox 1

MBNL2 X X X muscleblind-like 2 (Drosophila)

GRIK3 X X X "glutamate receptor, ionotropic, kainate 3"

SMAD1 X X X "SMAD, mothers against DPP homolog 1 (Drosophila)"

NR3C2 X X X "nuclear receptor subfamily 3, group C, member 2"

SYTL2 X X X synaptotagmin-like 2

ANK3 X X X "ankyrin 3, node of Ranvier (ankyrin G)"

CACNA1E X X X "calcium channel, voltage-dependent, alpha 1E subunit"

STARD13 X X START domain containing 13

MAP2K6 X X mitogen-activated protein kinase kinase 6

EHBP1 X X EH domain binding protein 1

SLC24A2 X X "solute carrier family 24 (sodium/potassium/calcium exchanger), member 2"

PCDH7 X X BH-protocadherin (brain-heart)

LRRC3B X X leucine rich repeat containing 3B

SNTB2 X X "syntrophin, beta 2 (dystrophin-associated protein A1, 59kDa, basic component 2)"

C1QTNF7 X X C1q and tumor necrosis factor related protein 7

STC2 X X stanniocalcin 2

BIRC6 X X baculoviral IAP repeat-containing 6 (apollon)

ZBTB20 X X zinc finger and BTB domain containing 20

CALN1 X X calneuron 1

MLLT3 X X "myeloid/lymphoid or mixed-lineage leukemia (trithorax homolog, Drosophila); translocated to, 3"

MID2 X X midline 2

GPR22 X X G protein-coupled receptor 22

LAMA4 X X "laminin, alpha 4"

PREP X X prolyl endopeptidase

SLC18A2 X X "solute carrier family 18 (vesicular monoamine), member 2"

ARID4B X X AT rich interactive domain 4B (RBP1- like)

MAML2 X X mastermind-like 2 (Drosophila)

TNKS2 X X "tankyrase, TRF1-interacting ankyrin-related ADP-ribose polymerase 2"

SORT1 X X sortilin 1

ABLIM1 X X actin binding LIM protein 1

DPYSL4 X X dihydropyrimidinase-like 4

SH3GLB1 X X SH3-domain GRB2-like endophilin B1

DLC1 X deleted in liver cancer 1

SUMO1 X SMT3 suppressor of mif two 3 homolog 1 (S. cerevisiae)

BMP4 X bone morphogenetic protein 4

TIAM1 X T-cell lymphoma invasion and metastasis 1

TSPAN5 X tetraspanin 5

IBSP X "integrin-binding sialoprotein (bone sialoprotein, bone sialoprotein II)"

DDIT4L X DNA-damage-inducible transcript 4-like

CTLA4 X cytotoxic T-lymphocyte-associated protein 4

BTG3 X "BTG family, member 3"

ETS2 X v-ets erythroblastosis virus E26 oncogene homolog 2 (avian)

KLHL13 X kelch-like 13 (Drosophila)

PRKD1 X protein kinase D1

EPHB6 X EPH receptor B6

DENND2C X DENN/MADD domain containing 2C

SIRPA X signal-regulatory protein alpha

FRMPD1 X FERM and PDZ domain containing 1

ST6GAL1 X "ST6 beta-galactosamide alpha-2,6-sialyltranferase 1"

CCDC67 X coiled-coil domain containing 67

DCUN1D4 X "DCN1, defective in cullin neddylation 1, domain containing 4 (S. cerevisiae)"

PRDM8 X PR domain containing 8

LRRN3 X leucine rich repeat neuronal 3

FAIM2 X Fas apoptotic inhibitory molecule 2

NUDT3 X nudix (nucleoside diphosphate linked moiety X)-type motif 3

PPM1L X protein phosphatase 1 (formerly 2C)-like

MPZL1 X myelin protein zero-like 1

CD24 X CD24 molecule

PAWR X "PRKC, apoptosis, WT1, regulator"

MYH7 X "myosin, heavy chain 7, cardiac muscle, beta"

DNAH7 X "dynein, axonemal, heavy chain 7"

GNE X glucosamine (UDP-N-acetyl)-2-epimerase/N-acetylmannosamine kinase

UGT8 X UDP glycosyltransferase 8 (UDP-galactose ceramide galactosyltransferase)

EPHB1 X X EPH receptor B1

TRIM2 X X X tripartite motif-containing 2

DSC1 X X desmocollin 1

ARHGEF17 X X Rho guanine nucleotide exchange factor (GEF) 17

SEMA3F X X "sema domain, immunoglobulin domain (Ig), short basic domain, secreted, (semaphorin) 3F"

EYA4 X X eyes absent homolog 4 (Drosophila)

CCND1 X X cyclin D1

SYT11 X X synaptotagmin XI

SLC6A6 X X "solute carrier family 6 (neurotransmitter transporter, taurine), member 6"

CAMTA1 X calmodulin binding transcription activator 1

RGL1 X ral guanine nucleotide dissociation stimulator-like 1

ROBO2 X "roundabout, axon guidance receptor, homolog 2 (Drosophila)"

VAV3 X vav 3 oncogene

CLK2 X CDC-like kinase 2

ENPP1 X ectonucleotide pyrophosphatase/phosphodiesterase 1

ZFHX4 X X X zinc finger homeodomain 4

HIPK1 X X homeodomain interacting protein kinase 1

JAZF1 X X JAZF zinc finger 1

CNTN4 X X contactin 4

BACH2 X "BTB and CNC homology 1, basic leucine zipper transcription factor 2"

SORCS1 X sortilin-related VPS10 domain containing receptor 1

GABBR2 X "gamma-aminobutyric acid (GABA) B receptor, 2"

ATP11A X "ATPase, Class VI, type 11A"

CCND2 X cyclin D2

VPS13A X vacuolar protein sorting 13 homolog A (S. cerevisiae)

E2F7 X E2F transcription factor 7

PRKCE X "protein kinase C, epsilon"

SKAP2 X src kinase associated phosphoprotein 2

MAP3K7 X mitogen-activated protein kinase kinase kinase 7

PDK1 X "pyruvate dehydrogenase kinase, isozyme 1"

LTBP1 X X X latent transforming growth factor beta binding protein 1

ATP2B4 X X "ATPase, Ca++ transporting, plasma membrane 4"

B3GALTL X X "beta 1,3-galactosyltransferase-like"

PYGO2 X X pygopus homolog 2 (Drosophila)

ATRNL1 X X X attractin-like 1

CD180 X CD180 molecule

UTRN X utrophin (homologous to dystrophin)

XPOT X "exportin, tRNA (nuclear export receptor for tRNAs)"

ARSG X arylsulfatase G

TAOK3 X X X TAO kinase 3

RFX3 X X "regulatory factor X, 3 (influences HLA class II expression)"

CNTNAP2 X X contactin associated protein-like 2

IRX5 X X iroquois homeobox protein 5

SYNE2 X X "spectrin repeat containing, nuclear envelope 2"

EFNA5 X X ephrin-A5

RERE X arginine-glutamic acid dipeptide (RE) repeats

TRIM44 X tripartite motif-containing 44

F9 X "coagulation factor IX (plasma thromboplastic component, Christmas disease, hemophilia B)"

LGI2 X "leucine-rich repeat LGI family, member 2"

PTGER2 X "prostaglandin E receptor 2 (subtype EP2), 53kDa"

MN1 X X meningioma (disrupted in balanced translocation) 1

FAM5C X X "family with sequence similarity 5, member C"

HCN1 X X hyperpolarization activated cyclic nucleotide-gated potassium channel 1

CACNB3 X X "calcium channel, voltage-dependent, beta 3 subunit"

DHX40 X DEAH (Asp-Glu-Ala-His) box polypeptide 40

SOCS1 X suppressor of cytokine signaling 1

SLC4A10 X "solute carrier family 4, sodium bicarbonate transporter-like, member 10"

SETD2 X SET domain containing 2

ITSN1 X intersectin 1 (SH3 domain protein)

ELOVL5 X "ELOVL family member 5, elongation of long chain fatty acids (FEN1/Elo2, SUR4/Elo3-like, yeast)"

XYLT2 X xylosyltransferase II

SMPX X "small muscle protein, X-linked"

NPHP4 X nephronophthisis 4

PPARD X "peroxisome proliferative activated receptor, delta"

STK39 X "serine threonine kinase 39 (STE20/SPS1 homolog, yeast)"

MYH10 X "myosin, heavy chain 10, non-muscle"

NDST3 X N-deacetylase/N-sulfotransferase (heparan glucosaminyl) 3

DGKI X "diacylglycerol kinase, iota"

LARGE X like-glycosyltransferase

SREBF2 X sterol regulatory element binding transcription factor 2

PTK2 X PTK2 protein tyrosine kinase 2

DCAKD X dephospho-CoA kinase domain containing

MYH1 X "myosin, heavy chain 1, skeletal muscle, adult"

SYT9 X synaptotagmin IX

TNFSF10 X "tumor necrosis factor (ligand) superfamily, member 10"

TRAF3 X TNF receptor-associated factor 3

ACSBG1 X acyl-CoA synthetase bubblegum family member 1

KCNIP1 X Kv channel interacting protein 1

LDLRAD3 X low density lipoprotein receptor class A domain containing 3

PIAS2 X "protein inhibitor of activated STAT, 2"

ARMC4 X armadillo repeat containing 4

PTPRC X "protein tyrosine phosphatase, receptor type, C"

SEMA4A X "sema domain, immunoglobulin domain (Ig), transmembrane domain (TM) and short cytoplasmic domain, (semaphorin) 4A"

ARHGAP18 X Rho GTPase activating protein 18

IMPG1 X interphotoreceptor matrix proteoglycan 1

EGLN1 egl nine homolog 1 (C. elegans)

SIN3A "SIN3 homolog A, transcription regulator (yeast)"

PRKCH "protein kinase C, eta"

FYN "FYN oncogene related to SRC, FGR, YES"

EFHB "EF-hand domain family, member B"

CD109 CD109 molecule

MTTP microsomal triglyceride transfer protein

SYT10 synaptotagmin X

MAP3K8 mitogen-activated protein kinase kinase kinase 8

SYT1 synaptotagmin I

SERTAD2 SERTA domain containing 2

TBC1D15 "TBC1 domain family, member 15"

PTPN2 "protein tyrosine phosphatase, non-receptor type 2"

PDZRN3 PDZ domain containing RING finger 3

LRBA "LPS-responsive vesicle trafficking, beach and anchor containing"

USP47 ubiquitin specific peptidase 47

FMN2 formin 2

TPST1 tyrosylprotein sulfotransferase 1

CASP8AP2 CASP8 associated protein 2

ARID2 "AT rich interactive domain 2 (ARID, RFX-like)"

PDE7B phosphodiesterase 7B

CSMD2 CUB and Sushi multiple domains 2

GATA3 GATA binding protein 3

MKX mohawk homeobox

HSPA4 heat shock 70kDa protein 4

FBXO42 F-box protein 42

RNF165 ring finger protein 165

PSD3 pleckstrin and Sec7 domain containing 3

AP3B1 "adaptor-related protein complex 3, beta 1 subunit"

WDFY3 WD repeat and FYVE domain containing 3

CHD9 chromodomain helicase DNA binding protein 9

AKAP7 A kinase (PRKA) anchor protein 7

PPP2R5C "protein phosphatase 2, regulatory subunit B (B56), gamma isoform"

SEC23A Sec23 homolog A (S. cerevisiae)

COPS8 COP9 constitutive photomorphogenic homolog subunit 8 (Arabidopsis)

INHBB "inhibin, beta B (activin AB beta polypeptide)"

TTYH3 tweety homolog 3 (Drosophila)

B4GALT5 "UDP-Gal:betaGlcNAc beta 1,4- galactosyltransferase, polypeptide 5"

TMEM63B transmembrane protein 63B

CCRN4L CCR4 carbon catabolite repression 4-like (S. cerevisiae)

EDARADD EDAR-associated death domain

ATP10A "ATPase, Class V, type 10A"

CTDSPL "CTD (carboxy-terminal domain, RNA polymerase II, polypeptide A) small phosphatase-like"

PRR16 proline rich 16

MGAT5B "mannosyl (alpha-1,6-)-glycoprotein beta-1,6-N-acetyl-glucosaminyltransferase, isozyme B"

ASPH aspartate beta-hydroxylase

ABHD6 abhydrolase domain containing 6

BRP44L brain protein 44-like

FBXL17 F-box and leucine-rich repeat protein 17

GAN giant axonal neuropathy (gigaxonin)

DPP4 "dipeptidyl-peptidase 4 (CD26, adenosine deaminase complexing protein 2)"

TOPORS "topoisomerase I binding, arginine/serine-rich"

SYN2 synapsin II

DDHD1 DDHD domain containing 1

TANC1 "tetratricopeptide repeat, ankyrin repeat and coiled-coil containing 1"

DOCK1 dedicator of cytokinesis 1

IGSF11 "immunoglobulin superfamily, member 11"

SMAD4 "SMAD, mothers against DPP homolog 4 (Drosophila)"

EDN3 endothelin 3

ACTR10 actin-related protein 10 homolog (S. cerevisiae)

USP48 ubiquitin specific peptidase 48

DYNLL2 "dynein, light chain, LC8-type 2"

DIP2A DIP2 disco-interacting protein 2 homolog A (Drosophila)

SNX2 sorting nexin 2

CDK8 cyclin-dependent kinase 8

B4GALT1 "UDP-Gal:betaGlcNAc beta 1,4- galactosyltransferase, polypeptide 1"

ARHGAP26 Rho GTPase activating protein 26

NMNAT3 nicotinamide nucleotide adenylyltransferase 3

TMEM117 transmembrane protein 117

ABI1 abl-interactor 1

SYN3 synapsin III

BAIAP2 BAI1-associated protein 2

ERC1 ELKS/RAB6-interacting/CAST family member 1

NARS2 asparaginyl-tRNA synthetase 2 (mitochondrial)(putative)

PPHLN1 periphilin 1

GPAM "glycerol-3-phosphate acyltransferase, mitochondrial"

DPY19L3 dpy-19-like 3 (C. elegans)

SLCO5A1 "solute carrier organic anion transporter family, member 5A1"

B3GAT1 "beta-1,3-glucuronyltransferase 1 (glucuronosyltransferase P)"

KCNA6 "potassium voltage-gated channel, shaker-related subfamily, member 6"

YEATS2 YEATS domain containing 2

TBC1D23 "TBC1 domain family, member 23"

RIC8B resistance to inhibitors of cholinesterase 8 homolog B (C. elegans)

FGD5 "FYVE, RhoGEF and PH domain containing 5"

KHSRP KH-type splicing regulatory protein (FUSE binding protein 2)

PJA2 "praja 2, RING-H2 motif containing"

ERGIC1 endoplasmic reticulum-golgi intermediate compartment (ERGIC) 1

PHACTR1 phosphatase and actin regulator 1

SIM2 single-minded homolog 2 (Drosophila)

ZNF704 zinc finger protein 704

FBN1 fibrillin 1

RSU1 Ras suppressor protein 1

OSBP2 oxysterol binding protein 2

COTL1 coactosin-like 1 (Dictyostelium)

RCC2 regulator of chromosome condensation 2

CDC14A CDC14 cell division cycle 14 homolog A (S. cerevisiae)

PEPD peptidase D

ATP13A3 ATPase type 13A3

PLEKHA5 "pleckstrin homology domain containing, family A member 5"

UBE2V2 ubiquitin-conjugating enzyme E2 variant 2

ZNF507 zinc finger protein 507

ZNF536 zinc finger protein 536

PTF1A "pancreas specific transcription factor, 1a"

MKLN1 "muskelin 1, intracellular mediator containing kelch motifs"

SPSB1 splA/ryanodine receptor domain and SOCS box containing 1

TBC1D22A "TBC1 domain family, member 22A"

GABBR1 "gamma-aminobutyric acid (GABA) B receptor, 1"

USP9X "ubiquitin specific peptidase 9, X-linked"

FBXL2 F-box and leucine-rich repeat protein 2

LRRFIP1 leucine rich repeat (in FLII) interacting protein 1

ALG2 "asparagine-linked glycosylation 2 homolog (S. cerevisiae, alpha-1,3-mannosyltransferase)"

GNPDA2 glucosamine-6-phosphate deaminase 2

NEK7 NIMA (never in mitosis gene a)-related kinase 7

SORCS2 sortilin-related VPS10 domain containing receptor 2

AIG1 androgen-induced 1

OTOS otospiralin

IDE insulin-degrading enzyme

MYO7A myosin VIIA

ACLY ATP citrate lyase

TMEM67 transmembrane protein 67

RASA2 RAS p21 protein activator 2

ETNK1 ethanolamine kinase 1

CYYR1 cysteine/tyrosine-rich 1

ARID5B AT rich interactive domain 5B (MRF1-like)

SPOCK1 "sparc/osteonectin, cwcv and kazal-like domains proteoglycan (testican) 1"

ALPK1 alpha-kinase 1

PI4K2B phosphatidylinositol 4-kinase type 2 beta

DBNL drebrin-like

HMGB4 high-mobility group box 4

FGFRL1 fibroblast growth factor receptor-like 1

MATN3 matrilin 3

GNG8 "guanine nucleotide binding protein (G protein), gamma 8"

NFATC2 "nuclear factor of activated T-cells, cytoplasmic, calcineurin-dependent 2"

SETBP1 SET binding protein 1

LSM6 "LSM6 homolog, U6 small nuclear RNA associated (S. cerevisiae)"

MATN1 "matrilin 1, cartilage matrix protein"

FBXL14 F-box and leucine-rich repeat protein 14

RIN3 Ras and Rab interactor 3

ECEL1 endothelin converting enzyme-like 1

ARHGAP22 Rho GTPase activating protein 22

SEC23B Sec23 homolog B (S. cerevisiae)

LAPTM4A lysosomal-associated protein transmembrane 4 alpha

VDAC1 voltage-dependent anion channel 1

PABPC3 "poly(A) binding protein, cytoplasmic 3"

DOK6 docking protein 6

NCOR1 nuclear receptor co-repressor 1

FGF21 fibroblast growth factor 21

METTL8 methyltransferase like 8

BET1 BET1 homolog (S. cerevisiae)

PSMD1 "proteasome (prosome, macropain) 26S subunit, non-ATPase, 1"

EIF2B3 "eukaryotic translation initiation factor 2B, subunit 3 gamma, 58kDa"

PRMT2 protein arginine methyltransferase 2

DCC deleted in colorectal carcinoma

RRS1 RRS1 ribosome biogenesis regulator homolog (S. cerevisiae)

DNAJC3 "DnaJ (Hsp40) homolog, subfamily C, member 3"

POLR3C polymerase (RNA) III (DNA directed) polypeptide C (62kD)

FANCA "Fanconi anemia, complementation group A"

SLC4A5 "solute carrier family 4, sodium bicarbonate cotransporter, member 5"

CEP135 centrosomal protein 135kDa

NHLRC2 NHL repeat containing 2

COL4A4 "collagen, type IV, alpha 4"

MYBPC3 "myosin binding protein C, cardiac"

LHFPL2 lipoma HMGIC fusion partner-like 2

CHRM3 "cholinergic receptor, muscarinic 3"

TBC1D5 "TBC1 domain family, member 5"

LTBP2 latent transforming growth factor beta binding protein 2

DLGAP1 "discs, large (Drosophila) homolog-associated protein 1"

VTI1A vesicle transport through interaction with t-SNAREs homolog 1A (yeast)

ODF2 outer dense fiber of sperm tails 2

NDUFB3 "NADH dehydrogenase (ubiquinone) 1 beta subcomplex, 3, 12kDa"

PTPN14 "protein tyrosine phosphatase, non-receptor type 14"

ANKRD55 ankyrin repeat domain 55

ANKH "ankylosis, progressive homolog (mouse)"

ZCCHC9 "zinc finger, CCHC domain containing 9"

TPCN2 two pore segment channel 2

MTR 5-methyltetrahydrofolate-homocysteine methyltransferase

GNG10 "guanine nucleotide binding protein (G protein), gamma 10"

COL5A1 "collagen, type V, alpha 1"

GALNT9 UDP-N-acetyl-alpha-D-galactosamine:polypeptide N-acetylgalactosaminyltransferase 9 (GalNAc-T9)

CACNA1B "calcium channel, voltage-dependent, L type, alpha 1B subunit"

DOT1L "DOT1-like, histone H3 methyltransferase (S. cerevisiae)"

TNP1 transition protein 1 (during histone to protamine replacement)

DDX50 DEAD (Asp-Glu-Ala-Asp) box polypeptide 50

ADK adenosine kinase

ACTR2 ARP2 actin-related protein 2 homolog (yeast)

TTLL7 "tubulin tyrosine ligase-like family, member 7"

CAPN5 calpain 5

OS9 -

CCNF cyclin F

PLA2R1 "phospholipase A2 receptor 1, 180kDa"

POLR1B "polymerase (RNA) I polypeptide B, 128kDa"

VDAC3 voltage-dependent anion channel 3

CTDP1 "CTD (carboxy-terminal domain, RNA polymerase II, polypeptide A) phosphatase, subunit 1"

PIGT "phosphatidylinositol glycan anchor biosynthesis, class T"

AGTRAP angiotensin II receptor-associated protein

BCAM basal cell adhesion molecule (Lutheran blood group)

AKAP9 A kinase (PRKA) anchor protein (yotiao) 9

FANCD2 "Fanconi anemia, complementation group D2"

SCNN1G "sodium channel, nonvoltage-gated 1, gamma"

SHROOM3 shroom family member 3

TTLL5 "tubulin tyrosine ligase-like family, member 5"

TBX21 T-box 21

DIAPH3 diaphanous homolog 3 (Drosophila)

CSF3R colony stimulating factor 3 receptor (granulocyte)

SLC37A1 "solute carrier family 37 (glycerol-3-phosphate transporter), member 1"

AHDC1 "AT hook, DNA binding motif, containing 1"

IQCD IQ motif containing D

PDIA5 "protein disulfide isomerase family A, member 5"

FBLN1 fibulin 1

GLRX2 glutaredoxin 2

NPBWR1 neuropeptides B/W receptor 1

BDP1 "B double prime 1, subunit of RNA polymerase III transcription initiation factor IIIB"

RBM10 RNA binding motif protein 10

SNRPB small nuclear ribonucleoprotein polypeptides B and B1

OPRD1 "opioid receptor, delta 1"

ALOX12B "arachidonate 12-lipoxygenase, 12R type"

CEACAM1 carcinoembryonic antigen-related cell adhesion molecule 1 (biliary glycoprotein)

GSR glutathione reductase

KCNAB2 "potassium voltage-gated channel, shaker-related subfamily, beta member 2"

RPL18A ribosomal protein L18a

PCDH15 protocadherin 15

CYP19A1 "cytochrome P450, family 19, subfamily A, polypeptide 1"

TMED6 transmembrane emp24 protein transport domain containing 6

AIM1 absent in melanoma 1

GRM4 "glutamate receptor, metabotropic 4"

CCDC73 coiled-coil domain containing 73

ABCC8 "ATP-binding cassette, sub-family C (CFTR/MRP), member 8"

NFKBIL1 nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor-like 1

NDUFA8 "NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 8, 19kDa"

NSMCE2 "non-SMC element 2 homolog (MMS21, S. cerevisiae)"

ALPI "alkaline phosphatase, intestinal"

CAMP cathelicidin antimicrobial peptide

ATP7B "ATPase, Cu++ transporting, beta polypeptide"

PHKB "phosphorylase kinase, beta"

GPR83 G protein-coupled receptor 83

DYM dymeclin

WDHD1 WD repeat and HMG-box DNA binding protein 1

TPK1 thiamin pyrophosphokinase 1

POMP proteasome maturation protein

SEMA3D "sema domain, immunoglobulin domain (Ig), short basic domain, secreted, (semaphorin) 3D"

TMEM87B transmembrane protein 87B

LRRC28 leucine rich repeat containing 28

COX6A1 cytochrome c oxidase subunit VIa polypeptide 1

STRAP serine/threonine kinase receptor associated protein

CYBASC3 "cytochrome b, ascorbate dependent 3"

TTC14 tetratricopeptide repeat domain 14

SPATA16 spermatogenesis associated 16

ATP5D "ATP synthase, H+ transporting, mitochondrial F1 complex, delta subunit"

ADCK5 aarF domain containing kinase 5

SLCO4A1 "solute carrier organic anion transporter family, member 4A1"

SNRPE small nuclear ribonucleoprotein polypeptide E

RTDR1 rhabdoid tumor deletion region gene 1

GPR31 G protein-coupled receptor 31

TRPC7 "transient receptor potential cation channel, subfamily C, member 7"

MLPH melanophilin

ABCA13 "ATP-binding cassette, sub-family A (ABC1), member 13"

ACADM "acyl-Coenzyme A dehydrogenase, C-4 to C-12 straight chain"

ACTBL2 "actin, beta-like 2"

ADH5 "alcohol dehydrogenase 5 (class III), chi polypeptide"

ALS2CR7 "amyotrophic lateral sclerosis 2 (juvenile) chromosome region, candidate 7"

APOBEC3F "apolipoprotein B mRNA editing enzyme, catalytic polypeptide-like 3F"

ARL6IP2 ADP-ribosylation factor-like 6 interacting protein 2

ATG10 ATG10 autophagy related 10 homolog (S. cerevisiae)

ATG7 ATG7 autophagy related 7 homolog (S. cerevisiae)

B4GALT4 "UDP-Gal:betaGlcNAc beta 1,4- galactosyltransferase, polypeptide 4"

BRF1 "BRF1 homolog, subunit of RNA polymerase III transcription initiation factor IIIB (S. cerevisiae)"

CABIN1 -

CBARA1 calcium binding atopy-related autoantigen 1

CCDC46 coiled-coil domain containing 46

CCDC66 coiled-coil domain containing 66

CD302 CD302 molecule

CDC2L6 cell division cycle 2-like 6 (CDK8-like)

CENTG2 "centaurin, gamma 2"

CEP152 centrosomal protein 152kDa

CROCC "ciliary rootlet coiled-coil, rootletin"

DBX1 -

ELTD1 "EGF, latrophilin and seven transmembrane domain containing 1"

FAM83B "family with sequence similarity 83, member B"

FREM2 FRAS1 related extracellular matrix protein 2

FREQ frequenin homolog (Drosophila)

FTO -

GLB1 "galactosidase, beta 1"

GLIPR1L1 GLI pathogenesis-related 1 like 1

HEPHL1 hephaestin-like 1

INCENP inner centromere protein antigens 135/155kDa

IRGM "immunity-related GTPase family, M"

IRGQ "immunity-related GTPase family, Q"

KLHL8 kelch-like 8 (Drosophila)

LARP5 "La ribonucleoprotein domain family, member 5"

LASS3 "LAG1 homolog, ceramide synthase 3 (S. cerevisiae)"

LRRC30 leucine rich repeat containing 30

M6PRBP1 mannose-6-phosphate receptor binding protein 1

MAGEB18 "melanoma antigen family B, 18"

MAP3K7IP3 mitogen-activated protein kinase kinase kinase 7 interacting protein 3

METTL7A methyltransferase like 7A

MOBKL2B "MOB1, Mps One Binder kinase activator-like 2B (yeast)"

MTA3 "metastasis associated 1 family, member 3"

MX2 myxovirus (influenza virus) resistance 2 (mouse)

NA neurocanthocytosis

NEK5 NIMA (never in mitosis gene a)-related kinase 5

NSMCE1 non-SMC element 1 homolog (S. cerevisiae)

ODZ2 "odz, odd Oz/ten-m homolog 2 (Drosophila)"

ODZ3 "odz, odd Oz/ten-m homolog 3 (Drosophila)"

OLAH oleoyl-ACP hydrolase

OTOG otogelin

OTUD1 OTU domain containing 1

OTUD7A OTU domain containing 7A

PFTK1 PFTAIRE protein kinase 1

PHGDHL1 phosphoglycerate dehydrogenase like 1

PPP1R1C "protein phosphatase 1, regulatory (inhibitor) subunit 1C"

PRKAR1B "protein kinase, cAMP-dependent, regulatory, type I, beta"

QDPR quinoid dihydropteridine reductase

RAP1GAP RAP1 GTPase activating protein

S100A11 S100 calcium binding protein A11

SCP2 sterol carrier protein 2

SERPINA11 "serpin peptidase inhibitor, clade A (alpha-1 antiproteinase, antitrypsin), member 11"

SETD7 SET domain containing (lysine methyltransferase) 7

SFRS14 "splicing factor, arginine/serine-rich 14"

SFRS8 "splicing factor, arginine/serine-rich 8 (suppressor-of-white-apricot homolog, Drosophila)"

SHE Src homology 2 domain containing E

SIL1 "SIL1 homolog, endoplasmic reticulum chaperone (S. cerevisiae)"

SLC10A6 "solute carrier family 10 (sodium/bile acid cotransporter family), member 6"

SLC14A2 "solute carrier family 14 (urea transporter), member 2"

SLC30A10 "solute carrier family 30, member 10"

SMYD3 SET and MYND domain containing 3

SNORA17 "small nucleolar RNA, H/ACA box 17"

SNORA27 "small nucleolar RNA, H/ACA box 27"

SNORA31 "small nucleolar RNA, H/ACA box 31"

SNORA40 "small nucleolar RNA, H/ACA box 40"

SNORA41 "small nucleolar RNA, H/ACA box 41"

SNORA48 "small nucleolar RNA, H/ACA box 48"

SNORA52 "small nucleolar RNA, H/ACA box 52"

SNORA70 "small nucleolar RNA, H/ACA box 70"

SNORD22 "small nucleolar RNA, C/D box 22"

SNORD24 "small nucleolar RNA, C/D box 24"

SYK spleen tyrosine kinase

TFPI tissue factor pathway inhibitor (lipoprotein-associated coagulation inhibitor)

TYW3 tRNA-yW synthesizing protein 3 homolog (S. cerevisiae)

UCP1 "uncoupling protein 1 (mitochondrial, proton carrier)"

How the deposited data were processed for this re-analysis (not part of the article)

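DNA methylation was measured by MBD-seq in livers of newborn male Wistar rats whose dams were fed a control diet (C), a low protein diet (MLP) or a low protein diet with folic acid (MLP-F). One pooled library was made per group, and the samples were mapped to the groups by their labels and the paper's description of the diets. The labels and the paper differ in the number of animals in each pool, and both numbers are given with the data.

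The authors aligned read pairs to rn4 with Bowtie and called regions with MACS for each pair of libraries. The submitters' processing notes name CASAVA, Bowtie and rn4. Versions of these and of MACS are not given in the sources used here. The authors' deposited lists give for each region a position and a score, which is 10 times the −log10 of the p from MACS, with no FDR and no fold. FDR, fold enrichment, nearest gene, place and repeats come from the paper's Datasets S6, S8 and S10, and are the authors' values. The paper states that repeats were found by a search for the nearest repeat, so a repeat is reported here as named and not as lying within a DMR. The depth of each library comes from the paper's Table S3, since the lists do not give it. With 1 library per group no SD is available, and intervals on shares of regions are 95% Wilson intervals that cover counting error only.

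Starts were converted to 1-based positions. DMRs were located in the lists by chromosome, start, end and score. Places in a list are by score, and regions with tied scores share the last of their places. Overlap means at least 1 bp. Overlaps between lists were tested against 1000 circular shifts of the second list along each chromosome, where the largest end over the 3 lists stood for the length of the chromosome. On simulated data made from 3511 regions of chromosome 1 of the MLP vs. C list, 5% of 100 pairs of independent lists had a p under 0.05, and 10 of 10 pairs with planted shared regions did. Unchanged libraries were simulated at the depths of Table S3 in 2500000 windows of 800 bp, with equal rates and with gamma-distributed rates of shape 1 and 0.25. Shared gene symbols were tested with the hypergeometric distribution in the universe of 15000 genes that the paper names, and repeats in high-scoring and low-scoring DMRs with Fisher's exact test. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and SciPy 1.17.1 were used.

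The tests and their alternatives were fixed before the data were examined, though Datasets S6, S8 and S10 and the other supplements had been read by then. The alternatives were a score of at least 100 or 200, leaving out sequence not placed on a chromosome, a reciprocal overlap of 50%, a distance of 1 kb, second lists of 5000 regions, both lists of 1000 regions, an FDR made monotone or read from the top of the list, universes of 10000 and 20000 genes, gene symbols without predicted names, and other splits of the repeats. Further alternatives were added after the data had been seen and are named as such with their values.

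Genes are named by a rule: the loci that the paper's Results, Discussion, Table 1, Figure 2, Figure 3 or Dataset S10 name for this experiment, the 10 highest-scoring regions of each list, with a name only where Dataset S6 or S8 gives one, and the members of 9 gene lists that Dataset S6 or S8 names. The paper's tables had been seen when the rule was written. Genes outside the rule, such as the other entries of Dataset S8 and the other DMRs with scores of 1000 or more, were chosen after their values were seen. The gene lists are T cell and immune regulation, blood cell genes, cell cycle with E2F and MCM, hepatocyte genes, insulin and FOXO signalling, lipid metabolism and fatty acid oxidation, one-carbon metabolism and DNA methylation, polycomb and trithorax, and renin-angiotensin and glucocorticoid signalling. Gene names are those of Datasets S6 and S8. No sequence or gene annotation of rn4 was used, and the expression arrays were not analysed here.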

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

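The tests that set an explanation against a value in the next 3 paragraphs were chosen after the results were seen.

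Dataset S6 leaves out 6217 MLP vs. C regions that score above its 1147 low-scoring DMRs, among them those of Dnmt1 and Surf6 and one of the regions of Gpam, and the paper does not report on most of this part of the list. Of these 6217 regions, 63.4% overlap a region higher in MLP than in MLP-F, and of the low-scoring DMRs 50.1%; the difference was not tested. A candidate explanation is selection on each region's own FDR, which is 6.28% at Dnmt1. As the number of regions found with the libraries exchanged cannot fall along the list, the DMRs bound the FDR of regions before them. Among the 6217, 31 regions score 1000 or more, and at only 1 of them is the FDR at most 5% by this bound. A further 54 regions left out lie among the low-scoring DMRs and are not part of the 6217. Of these 85 regions together, 40 have an FDR of at most 5%, 29 of these on sequence not placed on a chromosome. Selection on the FDR alone does not account for those 40, nearly all of which lie outside the 6217. At the 6186 regions between the groups this upper bound is 5.01% or more. Dnmt1, at place 1783, is one of them, and its 6.28% goes with selection on the FDR. Its 112 regions found with the libraries exchanged also keep the FDR above 5% for a stretch of places after it. For most of the 6186 the FDR is unknown, so the explanation stays open.

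Tandem repeats are named in nearly all of the 36 DMRs with scores of 1000 or more. The greater length of these DMRs is not enough to account for this, since 35.4% of the 79 low-scoring DMRs at least as long as their median name one, below the interval of 85.8 to 99.5% for the high-scoring ones. A fixed difference of the MLP litter or library from the other libraries may lie, for example, in the copy number of repeats. The lists cannot tell it apart from an effect of diet on methylation, because each group is 1 litter and 1 library. Of the 36 DMRs, only that of Sfmbt1 is among the loci that the paper examined by bisulphite sequencing. The paper reports a significant difference in methylation at Agtrap, Fgf5, Dnmt1 and Mcm6, and not at Sfmbt1. For Sfmbt1 this may go with a difference other than methylation, such as copy number, but 1 locus does not decide it for the 36. A fixed difference, or an effect of diet that folic acid lowers, would place these DMRs in the MLP vs. MLP-F list, where 97.2% of them are, all but Lsm6. A region higher in MLP-F than in C overlaps 15 of the 36 (41.7%), Lsm6 among them with a score of 781, against 33.2% of the 6217 regions left out above the low-scoring DMRs and 22.6% of all regions, and part of this may come from the shared C library.

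The regions higher in MLP than in C outnumber those that their FDR implies in the other direction. At Mcm6, place 35608 of the list, an FDR of 12.4% implies 4430 regions higher in C than in MLP. A difference in depth with no difference in methylation may account for part of this, since unchanged simulated libraries at these depths gave 210 windows higher in C against 4279 higher in MLP, 4.91%, with gamma-distributed rates of shape 1. With equal rates they gave 7 against 5, so the outcome rests on the assumed rates. The deposited MLP vs. C list holds 35998 regions, 11180 of them at scores of 100 or more. The simulated libraries gave 117 such windows with shape 1, 168 with shape 0.25 and 0 with equal rates. Depth alone thus gave few of the stronger regions under these assumed rates. Depth, litter and diet cannot be told apart with 1 library per group.

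The MLP-F vs. C list, which the paper does not describe beyond the absence of DMRs, holds 25578 regions. On the X chromosome, which the paper does not discuss, the MLP vs. MLP-F list holds 1276 regions, the MLP vs. C list 938 and the MLP-F vs. C list 375. The first divided by the last is 3.40 on X and between 0.993 and 1.78 on the autosomes.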

How the results depend on the processing

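The tests with the paper's own gene counts, the DMRs with scores under 1000, the long low-scoring DMRs and other ways to count symbols, repeats and CpG sites were chosen after the data had been seen. No paired analysis was possible because there is 1 library per group. All alternatives set beforehand were run. In 43 of 56 alternatives in all, a p kept its side of 0.05 or a count moved by no more than 1.5 times. The percents of overlap between lists moved by more than that in 14 of 24 alternatives, and with the second list limited to scores of at least 200 they fell to 6.52% and 0.867% of all MLP vs. C regions and 10.8% and 1.01% of the DMRs, as a shorter list must give. Their p stayed at the smallest that 1000 shifts can give, which says little of their stability, since lists that share a library can exceed shifted lists with no effect of diet. The excess of tandem repeats in high-scoring DMRs and the absence of an excess of shared expressed genes kept their side of the threshold in each alternative run. With scores of at least 100 the lists of MLP vs. C, MLP vs. MLP-F and MLP-F vs. C fell to 11180, 12398 and 4885 regions, and with scores of at least 200 to 2286, 3573 and 600, as a stricter score must do. The number of MLP vs. C regions at an FDR of 5% was 7454 with a monotone FDR, because the FDR of single regions falls and rises along the list. Read from the top of the list it was at least 8, since the FDR of the next region, absent from Dataset S6, is unknown. The GWAS overlap had a p of 0.0329 in a universe of 20000 genes, where fewer shared genes are expected by chance, and of 0.00513 with the paper's own counts, which change both the number of genes and the number of shared loci. As the GWAS genes outside Table 1 were not checked, a p with 850 names is an upper limit. The depths differ by up to 1.96 times between libraries, which limits any comparison of list lengths.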

Differences from the paper's values

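The other ways to count symbols, repeats and CpG sites and the use of the paper's own gene counts were chosen after the values were seen. For the MLP vs. MLP-F regions at an FDR of 5% the paper gives 17 unique gene symbols and Dataset S8 holds 27. Without predicted-gene and small RNA names, a setting chosen after seeing the values, there are 18, and both genes that the paper names, Sfmbt1 and Acadm, are kept. No alternative set before the data were examined applies to this count.

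For repeats the paper gives 70 DMRs with Line 1 repeats (L1_Rn in Table S1), 42 with dust and 29 with trf, and 151, 379 and 307 DMRs name these anywhere in their annotation. Counting a repeat only where it is the whole annotation, chosen after seeing the values, gives 70, 42 and 29. No alternative set before the data were examined applies to these counts.

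For the GWAS overlap the paper gives a p of 0.0025, and the value here is 0.135. The latter is not comparable, because it sets the loci of Table 1 alone, 9 of them found, against an expectation from all 104 GWAS genes and 850 names. It is an upper limit, since further GWAS genes may be shared. In the alternatives set before the data were examined it is 0.529 in a universe of 10000 genes and 0.0329 in one of 20000, and both differ from the paper's. With the paper's own counts of loci and genes, chosen after seeing the values, it is 0.00513, which also differs. The paper gives 555 DMR-neighbouring genes for its tests of overlap and 630 unique gene symbols, and Dataset S6 holds 850 gene names. Without predicted-gene and small RNA names, chosen after seeing the values, it holds 641, close to the 630. No alternative set before the data were examined was applied to that number.

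The paper lists Glrx2 and Abcc8 among the differentially expressed genes with a DMR and Ctsh in Table 1, and no DMR of Dataset S6 is named for them. Got2 is named in Dataset S6 and Dataset S1 and is not among the genes of Figure 3. For the overlap of DMR-neighbouring and expressed genes the paper gives a hypergeometric probability of 0.69. The hypergeometric p here (upper tail) is 0.99995, and 0.945 with the paper's own gene counts. The paper counts 14 loci that overlap perfectly between MLP vs. C and MLP vs. MLP-F, and 13 have the same start and end here, or 15 over all regions of Dataset S8. It finds no DMRs for MLP-F vs. C at its FDR, while the deposited list holds 25578 regions at the p cut-off. The paper speaks of a deposited collection at an FDR of 10%, and the MLP vs. C list holds the region of Mcm6, with an FDR of 12.4%. For Dnmt1 in the low protein group Dataset S10 states 93% methylation. Its 33 clones of 14 CpGs, a count chosen after seeing the values, make 462 sites and 92.6%, close to the stated value, while the printed total of 642 sites, which differs from the number of clones, would give 66.7%. The paper finds more DMRs in MLP vs. C than in MLP vs. MLP-F at an FDR of 5%. The full lists at the p cut-off run the same way, with 35998 and 33730 regions. At scores of 100 or more the order is reversed, with 11180 and 12398. Both are other thresholds than the paper's.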

Other observations

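No test in this part was chosen after its result was seen; the genes of the first paragraph were. Among the 36 DMRs with scores of 1000 or more are intronic regions of Sec23b (chromosome 3, 133138572 to 133140689, score 1676) and Sec23a (chromosome 6, 79667358 to 79668973, score 1381), paralogous parts of the coat of vesicles that leave the endoplasmic reticulum. Both are also in the MLP vs. MLP-F list, with scores of 689 and 458, and in the MLP-F vs. C list, with scores of 162 and 66.4. Setd7, a histone methyltransferase, has an intronic region with scores of 1093 against C and 162 against MLP-F, and MLP-F against C scored 154 there. Nhlrc2, Tpst1, Fanca and Sntb2 have intronic regions in all 3 lists too. Regions of Maml2, a coactivator of Notch signalling, Kcnab2, Nudt3, Syn3 and Zmiz1 are in both MLP lists and not in the MLP-F vs. C list. Outside Dataset S6, regions near Atl1 and Fam83b have scores of 1487 and 1624 against C and 2528 and 1624 against MLP-F.

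A first hypothesis was that DMRs within introns are listed as higher in MLP than in MLP-F more often than DMRs outside genes. The percents were 52.5% of 474 intronic DMRs and 51.0% of 681 upstream or downstream ones (two-sided Fisher's exact test over DMRs, p = 0.632), which does not decide it. A second hypothesis was that DMRs that name LINE 1 repeats are listed so less often than other DMRs. The percents went against it, with 59.3% of 305 DMRs that name such a repeat and 48.9% of the other 878 (Fisher's exact p = 0.00176, two-sided). DMRs of a list are not replicates, so both tests describe these libraries and not the diets.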
